# Ectopic expression of Snord115 in choroid plexus interferes with editing but not splicing of 5-Ht2c receptor pre-mRNA in mice

**DOI:** 10.1038/s41598-019-39940-6

**Published:** 2019-03-12

**Authors:** Carsten A. Raabe, Reinhard Voss, Delf-Magnus Kummerfeld, Juergen Brosius, Chenna R. Galiveti, Anna Wolters, Jochen Seggewiss, Andreas Huge, Boris V. Skryabin, Timofey S. Rozhdestvensky

## Abstract

Serotonin 5-HT2C receptor is a G-protein coupled excitatory receptor that regulates several biochemical pathways and has been implicated in obesity, mental state, sleep cycles, autism, neuropsychiatric disorders and neurodegenerative diseases. The activity of 5-HT2CR is regulated *via* alternative splicing and A to I editing of exon Vb of its pre-mRNA. Snord115 is a small nucleolar RNA that is expressed in mouse neurons and displays an 18-nucleotide base complementary to exon Vb of 5-HT2CR pre-mRNA. For almost two decades this putative guide element of Snord115 has wandered like a ghost through the literature in attempts to elucidate the biological significance of this complementarity. In mice, Snord115 is expressed in neurons and absent in the choroid plexus where, in contrast, 5-Ht2cr mRNA is highly abundant. Here we report the analysis of 5-Ht2cr pre-mRNA posttranscriptional processing *via* RNA deep sequencing in a mouse model that ectopically expresses Snord115 in the choroid plexus. In contrast to previous reports, our analysis demonstrated that Snord115 does not control alternative splicing of 5-Ht2cr pre-mRNA *in vivo*. We identified a modest, yet statistically significant reduction of 5-Ht2cr pre-mRNA A to I editing at the major A, B, C and D sites. We suggest that Snord115 and exon Vb of 5Ht2cr pre-mRNA form a double-stranded structure that is subject to ADAR-mediated A to I editing. To the best of our knowledge, this is the first comprehensive Snord115 gain-of-function analysis based on *in vivo* mouse models.

## Introduction

The 5-hydroxytryptamine receptor 2C (5-HT2CR) belongs to the superfamily of G-protein coupled receptors and interacts with its endogenous ligand, the neurotransmitter serotonin (5-hydroxytryptamine, 5-HT). 5-HT2C receptor signaling regulates a wide variety of biochemical circuits, which among others, have been implicated in obesity, appetite, mental state, sleep cycles, autism, neuropsychiatric disorders (e.g., schizophrenia, depression) and neurodegenerative diseases (e.g., Parkinson, Alzheimer)^1–4^.

In human and mouse, the 5-HT2CR receptor is particularly abundant within epithelial cells of the choroid plexus^5,6^. Alternative splicing of exon V of the receptor hnRNA (heterogeneous nuclear RNA) leads to a truncated receptor variant (5-HT2CR-tr), which encodes a non-functional 5-HT2CR isoform lacking the coding sequences for the second internal loop and parts of the fourth transmembrane domain (Fig. 1A,B).

**Figure 1:**
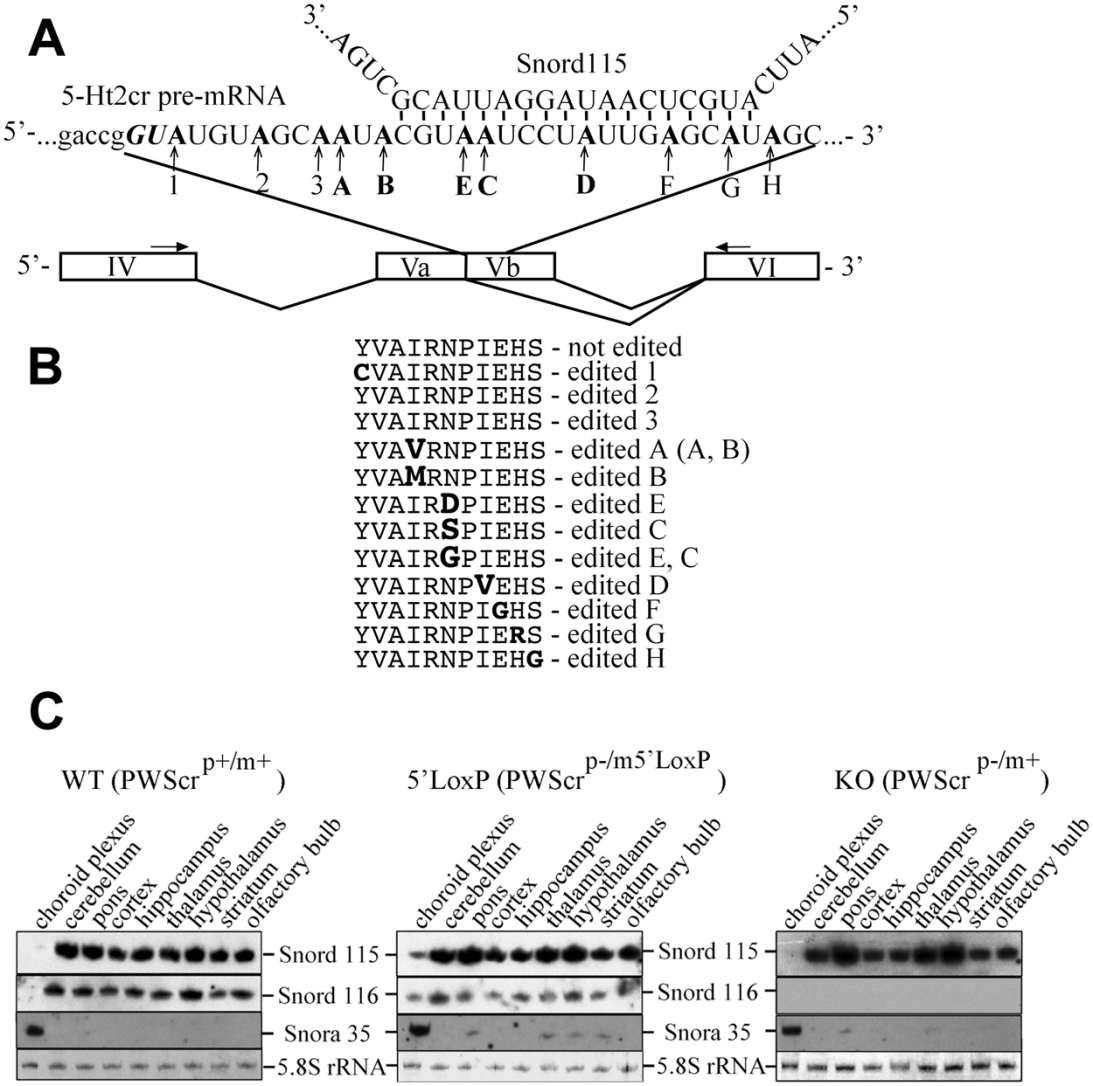
Schematic representation of putative 5-Ht2cr pre-mRNA targeting by Snord115 and snoRNA expression in different brain areas. (**A**) Putative base pairing of Snord115 with exon Vb of 5-HT2cr pre-mRNA (upper panel). The alternative splice site (*GU*) of exon Vb and A to I editing sites in 5-Ht2cr pre-mRNA (1-H) are indicated. Schematic representation of 5-Ht2cr pre-mRNA exons IV-VI is shown in the lower panel. Black arrows indicate the primer positions. (**B**) Amino acid variants of 5-Ht2c receptor encoded by different mRNA editing isoforms. (**C**) Northern blot analysis of total RNA isolated from different brain areas (indicated above blots) of wild type, *PWScr*^*p*−*/m5′LoxP*^ and *PWScr*^*p*−/*m*+^ mice. Bands of Snord115, Snord116 and Snora35 RNAs are indicated. As loading control, 5.8S rRNA (negative image of an ethidium bromide stained gel) is shown at the bottom.

The efficiency of 5-HT2CR G-protein coupling is regulated by posttranscriptional A to I editing within the CDS (coding sequence) of the second internal loop of the receptor^7–9^. ADAR1 and ADAR2 (adenosine deaminase acting on RNA) enzymes catalyze receptor pre-mRNA (precursor mRNA) editing at five different sites: ADAR1: A, B, C and E – sites and ADAR2: C, D and E sites, respectively^10–13^. Combinations of these individual editing events amount to 32 different 5-HT2CR mRNA isoforms, which collectively modulate the serotonergic signal transduction to varying degrees^14,15^.

The imprinted SNORD116 and SNORD115 (formerly designated as HBII-85 and HBII-52, respectively) are small nucleolar RNAs (snoRNAs), each arranged in gene clusters in the Prader-Willi syndrome locus (PWS)^16^. The RNAs harbor conserved C and D box sequence motifs and belong to the subclass of 2′-O-methylation guide C/D box snoRNAs. Thus far, no significant base complementarities with “classical” snoRNA targets such as ribosomal RNAs (rRNAs) have been established; therefore, they are categorized as “orphan” snoRNA with potentially non-canonical functions^16,17^.

The neurogenetic disease PWS manifests mainly as a result of large genomic deletions on human chromosome 15 involving the snoRNA clusters, including its non-protein coding host RNA, and several protein coding genes^18^. Analyses of mouse models that lack the Snord116 genomic cluster suggest a critical region associated with PWS (*PWScr*)^19,20^. Subsequently, several patients with corresponding deletions, involving only the *SNORD116* cluster, were reported^21–23^. Mouse models harboring paternal deletions of the Snord116 cluster exhibit postnatal growth retardation and, depending on the mouse background strain, up to 15% of postnatal lethality^19,20^. A potential involvement of SNORD115 in PWS, however, remains elusive, as loss of the SNORD115 cluster does not contribute to the PWS phenotype in humans^24^.

Canonical C/D box RNAs guide 2′-O-methylation of target RNAs. Base pairing interactions of snoRNAs with their molecular targets, i.e., rRNAs and snRNAs (small nuclear RNAs) select the corresponding nucleotides for ribose modification^25,26^. The antisense element of SNORD115 displays conserved base complementarities of 18nt to the alternatively spliced 5-HT2CR pre-mRNA exon Vb (Fig. 1A)^16,17,27,28^. This region is also subject to posttranscriptional A to I editing; the potential of the SNORD115 guide element to regulate A to I editing was demonstrated with artificial RNAs in cell culture experiments^13^.

Alternative splicing resulting in a non-functional truncated serotonin receptor variant, depends on a splice site, which is located in close proximity (13nt upstream) to the region of this hypothetical snoRNA/hnRNA interaction. Indeed, SNORD115 has been reported to interfere with alternative splicing of the 5-HT2CR pre-mRNA *in vitro* and *ex vivo*^29,30^.

Because of the complementarity of the Snord115 guide element to a crucial region of the 5-Ht2c receptor pre-mRNA, most research focused on this potential interaction. Thus far, the *in vivo* analysis of differences in RNA editing for 5-Ht2c receptor pre-mRNA in mouse models revealed controversial results and lacked sufficient sequencing depth^31–33^. Here, we report RNA deep sequencing analyses of 5-Ht2cr pre-mRNA posttranscriptional processing in wild type and a mouse model^34^ that constitutively expresses Snord115 in choroid plexus.

## Results

### Mouse lines and experimental design

We recently generated a knock-in (KI) mouse model containing a 5′ HPRT-LoxP-Neo^R^ cassette (5′LoxP) inserted upstream of the *Snord116* and *Snord115* snoRNA gene clusters^34^. Heterozygous KI female mice that harbored the modified maternal allele (*PWScr*^*p*+/*m5*′*LoxP*^) were crossed with Snord116 knock-out (KO) mice (*PWScr*^*p*−*/m*+^) that lack the snoRNA cluster within the transcriptionally active paternal gene locus^20^. The resulting offspring displayed *PWScr*^*p*−*/m*+^, *PWScr*^*p*−*/m5*′*LoxP*^ and wild type genotypes.

In contrast to wild type and *PWScr*^*p*−*/m*+^ mice, the *Snord116*^*P*−*/m5*′*LoxP*^ animals express Snord116 and Snord115 snoRNAs within the choroid plexus (besides several non-brain tissues) (Fig. 1C)^34^. With RNA high throughput sequencing, we analyzed the patterns of 5-Ht2cr pre-mRNA posttranscriptional processing in *PWScr*^*p*−*/m5*′*LoxP*^ and wild type mice. This *in vivo* experimental design enabled—for the first time—the identification of potential interactions of Snord115 with 5-Ht2cr pre-mRNA. In particular, differences in alternative splicing and/or RNA editing of the serotonin receptor pre-mRNA in the choroid plexus of *PWScr*^*p*−*/m5*′*LoxP*^ and wild type animals (*PWScr*^*p*−*/m5*′*LoxP*^ - LoxP and wild type - WT) were investigated.

Twelve male mice pooled in six biological replicates (two choroid plexuses per sample) for each genotype were analyzed. Oligonucleotides specific for exon IV and VI (Fig. 1A) enabled the RT-PCR amplification of receptor pre-mRNA using total RNA. The PCR products were processed on an Ion PGM sequencing platform for RNA deep sequencing.

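The libraries came from choroid plexus, the ventricular epithelium that secretes the cerebrospinal fluid and in which the serotonin receptor mRNA is abundant. There were 12 libraries, 6 from wild type and 6 from LoxP males at postnatal day 21, each made, according to the methods, from the choroid plexuses of 2 mice. Reverse transcription started from 100 ng of total RNA, and the product was amplified for 10 cycles and then for 15 cycles to add barcoded adapters. Without molecular identifiers, reads that come from the same cDNA molecule are counted separately. The gene, Htr2c in the GENCODE M21 annotation (ENSMUSG00000041380.13), lies on the + strand of chromosome X of GRCm38 from 146962513 to 147197277. The forward primer listed in Supplementary Table 4, m5HT2cF (GTCTGGATTCACTAGATGTGCT) lacks 1 base of the reference strand GTCTGGATTTCACTAGATGTGCT, which lies from 147169605 to 147169627 in exon 5 of the receptor transcript. The primer m5HT2cR (CTTTCGCCCTCAGTCCAATCAC) also lacks 1 base against the reference, and its target lies from 147193789 to 147193811 in exon 6. Between these ends the annotated transcripts give products of 209 nt with exon Vb and of 114 nt without it. Mapped reads per library ranged from 1558622 to 8553154 in wild type, with a median of 6806632, and from 4813828 to 7726413 in LoxP, with a median of 6955311 (Supplementary Table 1). Wild type replicates 5 and 6 had the fewest reads, 1632419 and 1558622. The authors mapped the reads to the cDNAs of both splice variants. The splice variants are compared here from the reads per library, and the editing isoforms from the authors' deposited table, which holds the mean of the libraries of each genotype.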

### Snord115 expression in choroid plexus and 5-Ht2cr pre-mRNA alternative splicing

The resulting cDNA reads were mapped against the two splice variants of the 5-Ht2cr mRNA, i.e., a longer isoform of 209nt that contained the A to I editing sites (5-Ht2cr) and a shorter variant of 114nt, representing the truncated isoform of the serotonin receptor (5-Ht2cr-tr). Analysis of RNA expression to quantify the relative abundance of both 5-Ht2cr/5-Ht2cr-tr mRNA variants for wild type and *PWScr*^*p*−*/m5*′*LoxP*^ samples revealed no significant difference with ~55% and ~45% of all cDNA reads representing the truncated and functional receptor isoforms, respectively (Table 1., Supplementary Table 1). 

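Full-length 5-Ht2cr reads made up 45.6% ± 1.28 (SD, n = 6) of the mapped reads in wild type choroid plexus and 44.8% ± 3.50 (SD, n = 6) in LoxP choroid plexus. The truncated 5-Ht2cr-tr variant, which skips exon Vb and encodes the non-functional receptor, accounted for the remaining 54.4% and 55.2%. The difference, LoxP minus wild type, was -0.767 percentage points and smaller than the spread between libraries (two-sided exact permutation test over 924 splits, p = 0.623). The estimated shift was -0.582 points, with an exact rank-based 95.9% interval from -4.73 to 2.60 points. Without LoxP replicate 1 the difference was -0.0836 points, and without LoxP replicate 3 it was -1.58 points. Shifts of the full-length share within the interval are not excluded by these libraries. Wild type libraries ranged from 43.2% to 46.4% and LoxP libraries from 41.4% to 48.9%. LoxP replicates 3 and 4 had 48.9% and 48.5%, replicate 5 had 46.2%, and replicates 1, 2 and 6 had 41.4%, 42.2% and 41.5%. With each read taken as independent, counting error was far smaller than these differences. Even the shallowest library, wild type replicate 6, had a 95% Wilson interval from 46.4% to 46.5%. Reads of the same cDNA molecule are not independent, so the sampling error can be larger, and its size is not known. In chi-square tests that also took each read as independent, wild type replicates 3, 4 and 5 differed from each other by less than the sampling noise. The other wild type pairs differed in these tests. The sample labels name replicates 3, 4 and 5 as separate biological replicates. Without isoform reads per library, it was not checked whether they are 3 separate libraries or 1 library read again. When they were counted as 1 sample for this reason, wild type had 45.2% ± 1.50 (SD, n = 4) and the difference was -0.420 points (exact permutation test, p = 0.824). With the reads of each genotype pooled, as in Table 1, the direction was the opposite, since the full-length share was 45.2% in wild type and 45.3% in LoxP. When only the full-length reads of the isoforms in the authors' deposited table were taken, their share was computed out of these and all truncated reads. It was 35.9% in wild type and 34.2% in LoxP, a difference of -1.75 points that has no test. This choice kept 67.0% of the full-length reads in wild type and 64.0% in LoxP, so the difference mixes splicing with the choice of reads. The paper reads Table 1 as no impact of Snord115 on alternative splicing in the choroid plexus, and in its closing proposes that the snoRNA does not control it there, without excluding that other factors are missing in this tissue.

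**Figure D1:**
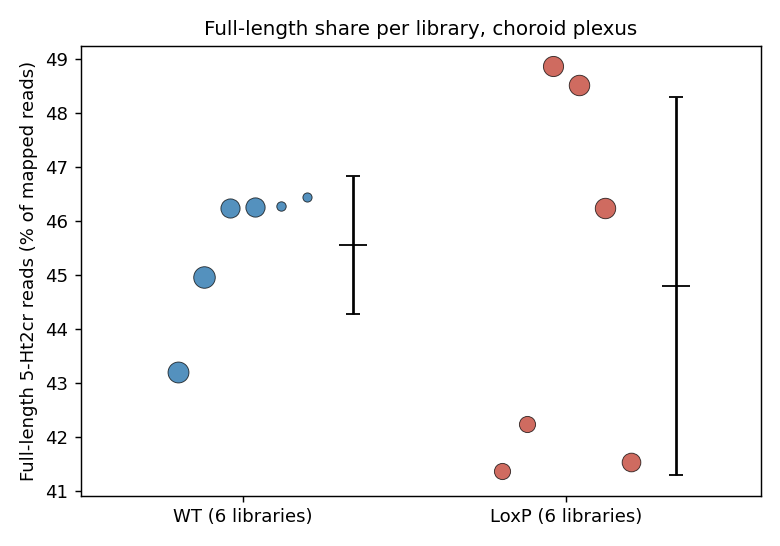
Full-length 5-Ht2cr reads as a percentage of mapped reads in each library (vertical axis, starting above 0) for 6 wild type and 6 LoxP libraries, with point area proportional to mapped reads; bars give the mean and SD. The LoxP libraries lie between 41.4% and 48.9% and enclose the wild type libraries, which lie between 43.2% and 46.4%.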

Our data indicate that the heterologous expression of Snord115 RNA within the choroid plexus of *PWScr*^*p*−*/m5*′*LoxP*^ mice had no impact on 5-Ht2cr pre-mRNA alternative splicing *in vivo* (Table 1).

**Table 1:** Average number of reads for 5-Ht2cr alternative splicing variants within exon V of pre-mRNA in choroid plexus of *PWScr*^*p*−*/m5′LoxP*^ and wild type male mice.

Genotype	Average mapped reads	Average 5-Ht2cr reads	Average 5-Ht2cr-tr reads	5-Ht2cr reads %	5-Ht2cr-tr reads %
*PWScr* ^*p*− */m5′loxP*^	6493463	2942551	3550911	~45,3%	~54,7%
WT	5569933	2516839	3053094	~45,2%	~54.8%

*Genotype*: Genotypes of investigated mice. *Average mapped reads*: Average number of mapped reads of all BAM files. *Average 5-Ht2cr reads*: Average number of reads obtained for full-length 5-Ht2cr mRNA. *Average 5-Ht2cr-tr reads*: Average number of reads obtained for truncated (alternatively-spliced) 5-Ht2cr-tr mRNA. *5-Ht2cr reads and 5-Ht2cr-tr reads %*: The percentage of all cDNA reads representing the functional and truncated receptor isoform is indicated.

### ADAR expression does not change in different genotypes

ADAR1 and ADAR2 enzymes catalyze A to I editing within exon Vb of the receptor pre-mRNA. Here, the enzymes recognize double-stranded RNA structures that are formed between intron V and exon Vb of 5-Ht2cr pre-mRNA (Supplementary Fig. 1)^28^. To exclude the remote possibility that ADAR expression differs substantially between *PWScr*^*p*−*/m5*′*LoxP*^ and wild type siblings, we analyzed ADAR expression with quantitative real-time PCR (RT-qPCR). Three brain samples from postnatal day 21 male mice were collected per each investigated genotype. This allowed the comparison of *PWScr*^*p*−*/m5*′*LoxP*^ and wild type mice of the same litters for all three samples. RT-qPCR analysis revealed that expression levels for ADAR1 and ADAR2 were unaltered (Supplementary Table 2A). We collected four *PWScr*^*p*−*/m5*′*LoxP*^ and six wild type samples from male siblings at postnatal day P21 for the RT-qPCR analysis of *ADAR1* and *ADAR2* expression levels in choroid plexus. Our data demonstrate that in choroid plexus similar to the whole brain, ADAR1 and ADAR2 mRNA levels were the same for *PWScr*^*p*−*/m5*′*LoxP*^ and wild type mice (Supplementary Table 2B).

### Snord115 expression in choroid plexus and A to I editing

To date, five different 5-Ht2cr mRNA editing sites (A, B, E, C and D) all of them located within an 20nt stretch of exon Vb are known (Fig. 1, Supplementary Fig. 1)^30^. 

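In GRCm38, exon V of Htr2c spans chromosome X from 147169570 to 147169770 and is coding sequence. The truncated transcript in the GENCODE M21 annotation ends this exon at 147169675, so that exon Vb spans 147169676 to 147169770, a length of 95 nt. The 30 nt in which editing was followed read ATGTAGCAATACGTAATCCTATTGAGCATA on the + strand, from 147169678 to 147169707. Site A lies at 147169686 and site B at 147169688, both in codon 157 for isoleucine (ATA), where editing of A alone gives valine (GTA) and editing of B alone methionine (ATG). Sites E and C, at 147169692 and 147169693, share codon 159 for asparagine (AAT), which becomes aspartate (GAT) with E edited and serine (AGT) with C edited. Site D, at 147169698, turns codon 161 from isoleucine (ATT) to valine (GTT). These residues belong to the intracellular loop of the receptor that couples to G proteins. The 18 nt complementary to Snord115, CGTAATCCTATTGAGCAT, extend from 147169689 to 147169706. They contain sites E, C, D, F and G, and exclude sites 1, 2, 3, A, B and H. Among the additional positions, sites 2 and 3 leave valine 155 and alanine 156 unchanged, whereas sites 1, F, G and H would replace tyrosine 154 with cysteine, glutamate 162 with glycine, histidine 163 with arginine and serine 164 with glycine.

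**Figure D2:**
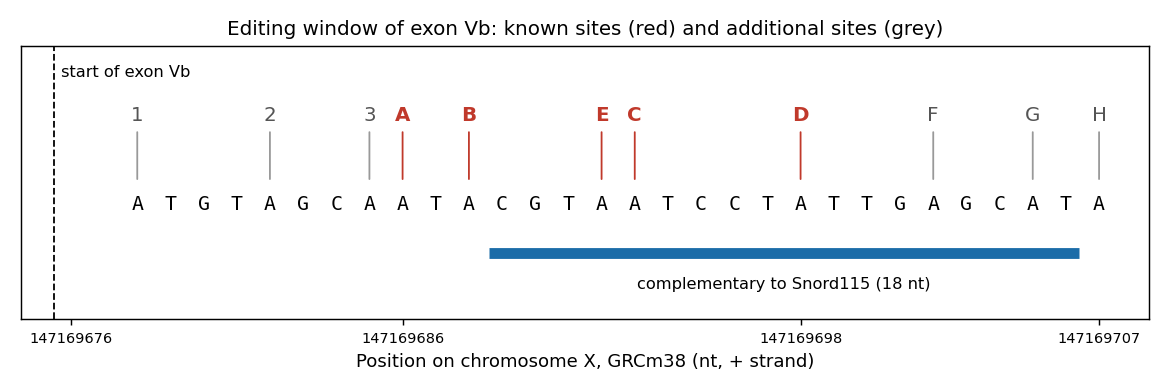
Sequence of the 30-nt editing window in exon Vb by position on chromosome X of GRCm38 (horizontal axis, nt), with the 5 known sites in red, the 6 additional sites in grey and the region complementary to Snord115 as a bar. Sites A and B lie 5' of the bar, which starts at 147169689.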

All combinations of these five different editing sites amount to 32 mRNA isoforms and 24 different 5-Ht2cr-protein variants presented in Fig. 1A,B. We extended this original analysis of the Vb exonic region to 30 nucleotides and monitored RNA editing at six additional positions designated as 1, 2, 3, F, G and H (Fig. 1A,B). Hence, eleven sites and their combinations were examined to identify their contributions to RNA editing. Our experimental design also enabled analysis of coupled editing events apart from RNA editing at single sites. Resulting combinations were labeled according to the contributing individual editing sites (e.g., 123 A, ABD, etc.); cDNA reads representing the non-edited isoform were labeled ‘NoEdit’. For comparison of individual variants and their contribution to RNA editing across samples, we normalized isoform expression by the contig length and the weight of the experiment. The resulting RPKM (Reads Per Kilobase of transcript, per Million mapped reads) values enabled the analysis of differential expression between genotypes and, in addition, to rank the relative abundance of isoforms within samples. 

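For editing, the values analysed here are the genotype means in the authors' deposited table, which lists 111 edited isoforms and the unedited isoform, with a fold and a p-value for each. Every deposited sequence equals the unedited sequence with the bases of its label changed from A to G. The reads of an isoform were divided by the cDNA length of 209 nt and by all mapped reads of the library, those of the truncated variant included. One RPKM thus corresponds to 0.326 reads in the shallowest library and 1.79 reads in the deepest, and 10 RPKM to 3.26 and 17.9 reads. Summed over all isoforms, the mean was 1460612 RPKM in wild type and 1371582 RPKM in LoxP, a ratio of 1.06. This corresponds to 67.0% of the full-length reads in wild type and 64.0% in LoxP, the remainder being outside the isoforms of the table. Editing levels are therefore given here as a percentage of the summed RPKM of all isoforms, or of all edited isoforms, so that this ratio cancels. Values of single libraries were not analysed here, and neither an SD nor a test on libraries is given for editing. The authors' p-values come from their test on the RPKM of the libraries and were adjusted again by Benjamini-Hochberg over the 111 isoforms.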

Only isoforms with mean expression threshold levels of ≥10 RPKM were further analyzed (Materials and Methods) (Supplementary Table 3).

### RNA editing levels differed between wild type and LoxP mice

In order to analyze and detect overall differences in RNA isoform expression between wild type and *PWScr*^*p*−*/m5*′*LoxP*^ samples, we calculated the mean expression representing the average of all edited and non-edited isoforms across all six biological replicates for each genotype separately. The resulting expression values, i.e., RPKM, represent a direct, normalized measure of RNA editing levels per sample. These values were further evaluated *via* t-tests for identification of statistically relevant differences. Overall, this analysis revealed only a small decrease (~5%) of 5-Ht2cr mRNA editing in the choroid plexuses of *PWScr*^*p*−*/m5*′*LoxP*^ mice (64%) compared to wild type (69%) (Supplementary Table 3). This suggested that within our *in vivo* system, snoRNA115 might contribute to the fine-tuning of A to I editing.

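Edited isoforms made up 69.1% of the summed RPKM in wild type and 64.5% in LoxP, and the unedited isoform 30.9% and 35.5%. The ratio of edited to unedited transcripts was 2.23 in wild type and 1.82 in LoxP. The difference of -4.58 percentage points lay mainly in isoforms with several edited sites. Isoforms with 1 edited site were at 48.0% in wild type and 47.8% in LoxP. Those with 2 edited sites were at 15.4% and 13.1%, those with 3 at 4.48% and 3.03%, and those with 4 or more at 1.28% and 0.551%, which is a WT over LoxP ratio of 2.33 for the last group. A wild type transcript carried 0.972 edited sites on average and a LoxP transcript 0.853. In the authors' deposited table the unedited isoform was at 451847 RPKM in wild type and 487075 RPKM in LoxP, with the authors' p-value at 0.0869. The summed RPKM of the edited isoforms was lower in LoxP by more than the unedited isoform was higher, the differences LoxP minus wild type being -124258 and 35228 RPKM. The genotype means carry no spread between libraries, so the edited share itself was not tested here.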

### Analysis of differential expression of RNA editing isoforms

To identify A to I editing isoforms that were differentially expressed in *PWScr*^*p*−*/m5*′*LoxP*^ and wild type samples during analysis of decreased editing levels in *PWScr*^*p*−*/m5*′*LoxP*^ mice, the expression of 112 editing variants (i.e., including the non-edited isoform) was investigated across six biological replicates for each genotype *via* t-tests. All p-values were corrected for multiple testing.

We identified a total of 111 different 5-Ht2cr pre-mRNA editing isoforms. Only 26 individual variants accounted for ≥0,1% abundance, whereas ~50 isoforms were detected at ≥0.01% (Supplementary Table 3). 

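At 0.1% or more of the edited RPKM there were 24 isoforms in wild type and 23 in LoxP, with 26 isoforms that reached this level in at least one genotype. At 0.01% or more there were 46 in wild type and 48 in LoxP. Of the 111 isoforms, 29 combined only the known sites A, B, E, C and D, and these held 98.5% of the edited RPKM in both genotypes. The other 82 isoforms, each with a site 1, 2, 3, F, G or H, together held 1.51% in wild type and 1.52% in LoxP. Of the 31 edited combinations of the known sites, only 2, BEC and BECD, were not in the table. For 12 of the rarer isoforms, such as 2ABED, ECH and ACH, the authors' p-value and means imply that a single library supplied more than 50% of the genotype's RPKM.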

The most prevalent isoform was the single D-site edited 5-Ht2cr pre-mRNA representing ~61% of all edited transcripts in the wild type choroid plexus samples. 

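Isoform D alone amounted to 42.1% of all transcripts, edited and unedited, in wild type and 41.2% in LoxP. Its means of 615327 and 565160 RPKM in the authors' deposited table gave a fold of 1.09, and the authors' p-value adjusted over the isoforms was 0.283. As a share of the edited transcripts D was higher in LoxP, at 63.9%. Isoform CD followed with 8.69% of all transcripts in wild type and 7.62% in LoxP. At the protein level, the peptide YVAIRNPVEHS, in which only the codon of site D is changed, was the most abundant variant with 42.3% of transcripts in wild type and 41.4% in LoxP. The unedited peptide YVAIRNPIEHS accounted for 31.0% and 35.6%. Of the variants with valine at the codon of sites A and B, YVAVRNPVEHS was at 5.25% in wild type and 3.84% in LoxP, and YVAVRSPVEHS at 2.22% and 1.44%. Together, 8 peptides with at least 1% each held 96.1% of the transcripts in wild type.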

Most edited isoforms that were present at ≥0,1% contained different combinations of the five previously reported A, B, E, C and D editing sites. Also, the 2D and DG editing isoforms in wild type and 2D, DG, 1D and DH in *PWScr*^*p*−*/m5*′*LoxP*^ mice constituted ≥0.1% (Supplementary Table 3). 

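These isoforms are D transcripts with an A-to-G change at 1 further position. Relative to isoform D, 2D was at 0.307% in wild type and 0.292% in LoxP, DG at 0.284% and 0.168%, 1D at 0.151% and 0.158%, and DH at 0.115% and 0.165%. None of the 4 differed between genotypes after adjustment of the authors' p-values (adjusted p = 0.629, 0.399, 0.705 and 0.465 from the authors' test). On transcripts with no other change, site 2 was at 0.187% in wild type and 0.144% in LoxP, site G at 0.181% and 0.168%, site 1 at 0.180% and 0.161%, and site H at 0.112% and 0.107%. Over all 82 isoforms with a site 1, 2, 3, F, G or H, the median was 0.153% of the isoform without that site in wild type and 0.148% in LoxP.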

With the analysis of differential expression for all 5-Ht2cr pre-mRNA editing variants across samples and t-tests, we detected significant changes of individual isoform expression. 

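After Benjamini-Hochberg adjustment of the authors' p-values over 111 isoforms, 8 isoforms fell in LoxP at an adjusted p under 0.05 and none rose. These were CD, AD, ABD, ABCD and AC, and the rare ABCDG, ABCDF and 1ABCD. The rare 3 are ABCD with 1 further site, at 0.193%, 0.163% and 0.146% of ABCD in wild type. Their LoxP means were 7.68, 6.48 and 3.70 RPKM. Of the 8, 7 had site A edited, 7 site D, 6 site C, and 5 had A and B both edited. Whether the rare 3 vary apart from ABCD was not tested, so these counts may hold ABCD more than once. Among all 111 isoforms, 54 had A, 65 D and 46 C, and no enrichment of a site was tested. The strongest case was ABD, at 2.21% of all transcripts in wild type and 1.34% in LoxP, where the difference of 13821 RPKM had an implied standard error of 2112 RPKM (authors' p-value adjusted to 0.00724). CD, the most abundant of the 8, had a difference of 22477 RPKM with an implied standard error of 4829 RPKM (authors' p-value adjusted to 0.0175). For AD the difference was 10211 RPKM with an implied standard error of 2319 RPKM (authors' p-value adjusted to 0.0185). Before adjustment, 23 isoforms had an authors' p-value under 0.05, against 5.55 expected by chance at this threshold, 20 of them lower and 3 higher in LoxP. At a minimum of 100 RPKM, a setting chosen beforehand, 7 isoforms passed, 6 lower and 1 higher in LoxP, and with only the 29 isoforms of the known sites, a choice made after the data were seen, 8 passed, 7 of them lower. The exception in both was isoform E, which was higher in LoxP with 1.29% of all transcripts against 0.774% in wild type (authors' p-value adjusted to 0.0627 over all isoforms). The standard errors were derived from the authors' p-values at 10 degrees of freedom.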

Statistically significant differences between *PWScr*^*p*−*/m5*′*LoxP*^ and wild type 5-Ht2cr pre-mRNA editing isoforms were observed for 21 variants (Table 2). Ten of these variants account for more than 0.1% of the total edited transcripts. 

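The WT over LoxP ratio of the mean RPKM was 4.92 for BCD, 2.77 for AECD, 2.49 for ABCD, 1.75 for ABD and 1.61 for AC, computed from the genotype means in the authors' deposited table. The difference for ABCD was 7629 RPKM with an implied standard error of 1392, and that for AC 2096 RPKM with 453.4, and both passed the adjusted threshold. BCD and AECD did not pass (authors' p-values adjusted to 0.156 and 0.0867). The difference for BCD was 2096 RPKM with an implied standard error of 787.9, and that for AECD 2267 RPKM with 711.9. As a share of all transcripts, the ratios of these 5 isoforms were 4.62, 2.61, 2.34, 1.64 and 1.51. The ratio of the mean RPKM was above 1 for 20 of the 22 isoforms with A and B both edited, against 77 of all 111 isoforms. The exceptions among the 22 were 2ABD (0.966) and 2ABCD (0.248). As a group, these 22 isoforms made up 3.69% of transcripts in wild type and 2.10% in LoxP, a ratio of 1.76, and those with A edited and B unedited 6.49% and 5.21%, a ratio of 1.25.

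**Figure D3:**
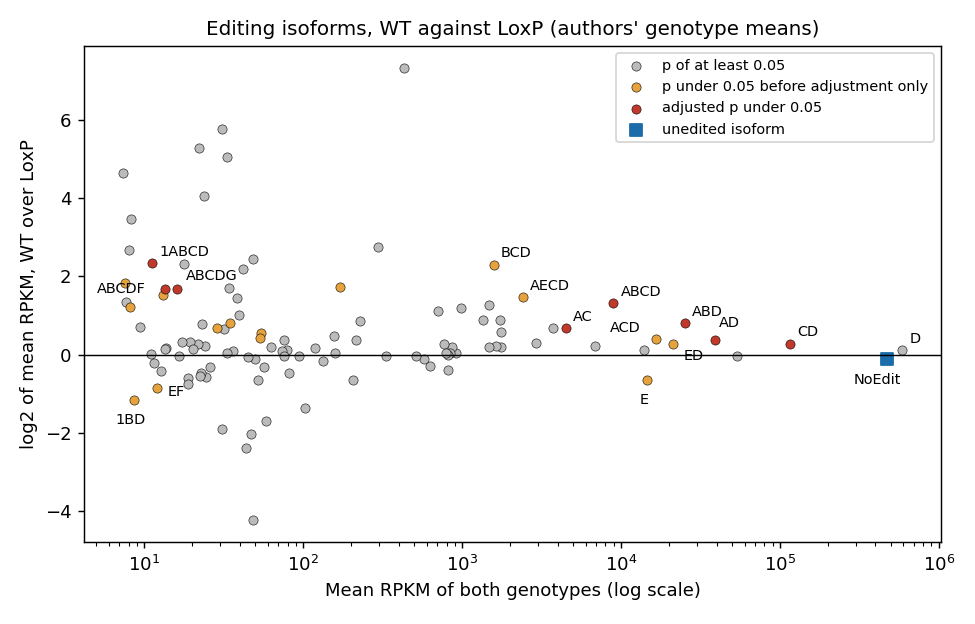
The log2 ratio of mean RPKM, WT over LoxP (vertical axis), against the mean RPKM of both genotypes (horizontal axis, log scale) for 111 edited isoforms and the unedited isoform, from the authors' genotype means, coloured by the authors' p-values before and after adjustment. All 8 isoforms with an adjusted p under 0.05 lie above 0, and isoforms E, EF and 1BD are the only ones below 0 with an unadjusted p under 0.05.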

Most differences in editing were observed for BCD, AECD, ABCD, ABD and AC 5-Ht2cr pre-mRNA isoforms, revealing 4.9, 2.8, 2.5, 1.75 and 1.6-fold editing decrease, respectively, when *PWScr*^*p*−*/m5*′*LoxP*^ choroid plexus samples were compared to wild type (Table 2). When the contributions of single sites to detected editing patterns were analyzed, we observed that D-site editing is prevalent (Table 3). 

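Over all transcripts, edited and unedited, site D was edited in 61.9% of the RPKM in wild type and 57.0% in LoxP, site C in 16.1% and 13.9%, site A in 10.2% and 7.31%, site B in 4.52% and 2.73%, and site E in 3.55% and 3.34%. Among the edited transcripts, D was edited in 89.6% in wild type and 88.4% in LoxP. Most transcripts edited at B were also edited at A, with 81.8% in wild type and 77.0% in LoxP, whereas most transcripts edited at A were not edited at B. In wild type, B was edited in 36.3% of the transcripts edited at A and in 0.916% of those unedited at A, and in LoxP in 28.7% and 0.678%. The corresponding odds ratio was 61.5 in wild type and 59.0 in LoxP. For sites C and D the odds ratio was 1.73 in wild type and 1.68 in LoxP. These values were computed from the authors' genotype means and have no error between libraries.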

When editing patterns of 5-Ht2cr mRNA in wild type mouse choroid plexus were analyzed, we detected that the D-site was involved in nearly 89.5% of all editing followed by contributions of C- (23.2%), A- (14.7%), B- (6.5%) and E-sites (5.1%). Other editing sites contributed less then 1% to identified 5-Ht2cr pre-mRNA editing patterns. Single-site changes in editing of 5-Ht2cr pre-mRNA between analyzed mouse genotypes are summarized in Table 3. Significant, albeit small, differences in RPKM values between *PWScr*^*p*−*/m5*′*LoxP*^ and wild type mouse choroid plexus samples were detected for A, B, C and D editing sites (Table 3). 

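The summed RPKM of the isoforms edited at site B was 65964 in wild type and 37411 in LoxP, a ratio of 1.76. The ratio was 1.48 for site A, 1.23 for site C and 1.16 for site D. All 4 passed Benjamini-Hochberg adjustment of the p-values of the authors' Table 3 over the 11 sites, the largest being 0.0165 for D in the paper's comparison. These p-values are for RPKM. Beyond the ratio of the sums over all isoforms, the difference for D was 2.03 implied standard errors (critical value, 2.23). By that comparison alone, D is not set apart from the ratio of the sums. It is not independent of D, which holds 61.9% of the sum in wild type. The transcripts not edited at D summed to 556609 RPKM in wild type and 589588 RPKM in LoxP. A transcript that loses editing at D stays in the sum over all isoforms, so lower D editing alone would not lower that sum. The implied 95% interval of the WT minus LoxP difference in Table 3 extended from 32317 to 64875 RPKM for A, from 16804 to 40386 for B, from 25011 to 62487 for C and from 43730 to 200386 for D. As a share of all transcripts the ratio was 1.39 for A, 1.66 for B, 1.15 for C and 1.09 for D. As a share of the edited transcripts it was 1.30 for A, 1.55 for B, 1.08 for C and 1.01 for D. Since 89.6% of the edited transcripts in wild type carry D, this last ratio stays near 1 even when D editing falls. Of the isoforms with a given site, 45 of 54 with A, 27 of 34 with B, 33 of 46 with C and 50 of 65 with D had a lower mean in LoxP. Among all 111 isoforms 77 did. These sets overlap, and no enrichment of a site was tested.

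**Figure D4:**
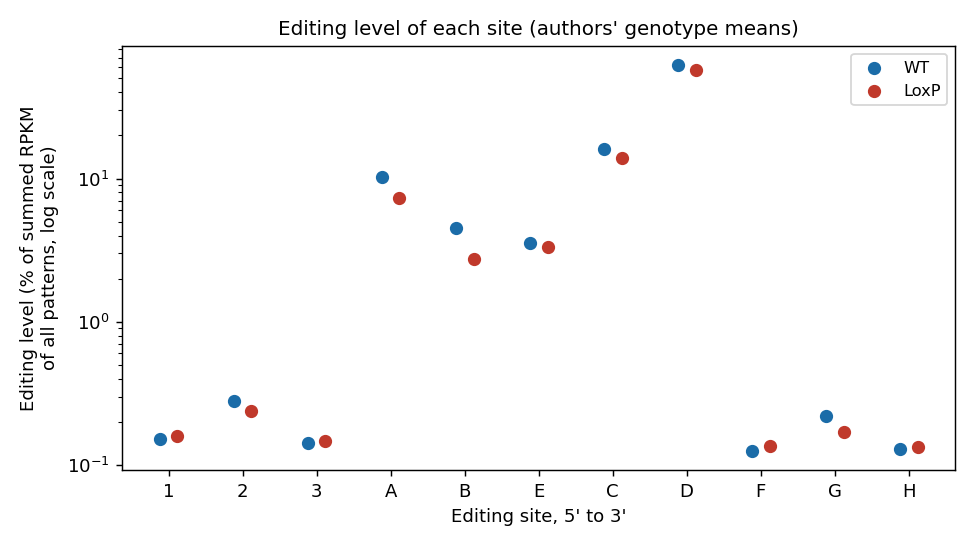
Editing level of each of the 11 sites, as a percentage of the summed RPKM of all isoforms (vertical axis, log scale), in wild type and LoxP from the authors' genotype means, with sites in 5' to 3' order. Site D is at 61.9% in wild type and 57.0% in LoxP, and the 6 additional sites lie between 0.125% and 0.278%.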

Editing at other sites did not contribute statistically significant differences in 5-Ht2cr pre-mRNA editing. 

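Site E had a summed RPKM of 51807 in wild type and 45872 in LoxP, a ratio of 1.13, with an implied 95% interval of the difference in Table 3 from -2573 to 14569 RPKM. Isoform E alone went the other way, with 11309 RPKM in wild type and 17713 RPKM in LoxP in the authors' deposited table. Among the additional sites, the ratios were 1.02 for site 1, 1.25 for site 2, 1.02 for site 3, 0.982 for site F, 1.36 for site G and 1.03 for site H. Each of these sites was read as edited in 0.125% to 0.278% of the transcripts in wild type and in 0.133% to 0.237% in LoxP. The implied intervals of all 6 differences included 0, so that at site G, for example, differences between -336.9 and 2065 RPKM were not excluded.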

In summary, our data indicate that the presence of Snord115 in choroid plexus has a moderate, yet statistically significant influence on 5-Ht2c-receptor pre-mRNA editing—increasing the ratio of non-edited isoforms *in vivo*.

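The unedited isoform had a larger share of the transcripts in LoxP than in wild type, with a WT over LoxP ratio of 0.871. For its RPKM, the implied 95% interval of the WT minus LoxP difference, -76580 to 6124 RPKM, included 0; the share itself was not tested here. Isoform C stood at a share ratio of 0.924 and isoform E at 0.600. The paper reads its data as a moderate, yet statistically significant influence of Snord115 in choroid plexus on editing of the receptor pre-mRNA, with a higher ratio of non-edited isoforms.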

**Table 2:** Significant changes of 5-Ht2cr mRNA editing isoforms between *PWScr*^*p*−*/m5*′*LoxP*^ and wild type mice choroid plexus samples.

Pattern	Mean RPKM WT	Mean RPKM LoxP	Fold change WT/LoxP	P-value	SIG	pBH	WT %	LoxP %
CD	126959	104482	1.2	0.0009	***	0.02	12.6	11.8
AD	44104.5	33894	1.3	0.0013	**	0.0185	4.4	3.8
ABD	32223	18402	1.75	6.52E-05	****	0.0072	3.2	2.1
ED	23259	19153	1.2	0.03068	*	0.179	2.3	2.17
ACD	19010	14490	1.3	0.0043	**	0.053	1.9	1.6
ABCD	12761	5132	2.5	0.00027	***	0.0099	1.3	0.58
E	11309	17713	0.64	0.0062	**	0.0627	1.1	2
AC	5546	3450	1.6	0.00095	***	0.0175	0.55	0.3
AECD	3544	1277	2.8	0.0098	**	0.09	0.35	0.14
BCD	2631	535	4.9	0.024	*	0.156	0.26	0.06
CDH	262	79	3.3	0.019	*	0.1288	0.026	0.009
1AD	64.5	44	1.46	0.037	*	0.1973	0.006	0.005
ADG	61.5	46	1.34	0.044	*	0.2218	0.006	0.0052
ABDG	44	25	1.8	0.029	*	0.1792	0.004	0.0028
1ABD	35.5	22	1.6	0.012	*	0.0867	0.0035	0.0025
ABCDG	24.6	8	3.2	0.0013	**	0.0185	0.002	0.00087
ABCDF	21	6.5	3.2	0.00016	***	0.009	0.002	0.0007
3ABCD	19.5	7	2.9	0.005	**	0.0554	0.0019	0.00076
1ABCD	19	4	5	0.0003	***	0.0087	0.00185	0.0004
ABCDH	12	3	3.6	0.0112	*	0.0867	0.0012	0.0004
3AC	11	5	2.33	0.01	*	0.0867	0.001	0.00056

*Pattern*: Combinations of edited sites contribute to a variety 5-Ht2cr mRNA editing patterns. They are labeled according the designations of the contributing editing sites (Fig. 1A). *Mean RPKM WT and LoxP*: Calculated mean of RPKM values for wild type (WT) and, *PWScr*^*p*−*/m5*′*LoxP*^ (LoxP) samples. *Fold change WT/LoxP:* Fold change between wild type (WT) and *PWScr*^*p*−*/m5*′*LoxP*^ (LoxP) editing patterns. *P-value*: P-value of Student’s t-test. *SIG*: Graphpad formatting - asterisks describe p-values levels of statistical significance. *pBH*: “False Discovery Rate” correction for multiple comparisons. WT(%) and LoxP(%): The percentage of detected receptor isoforms in wild type (WT) and *PWScr*^*p*−*/m5*′*LoxP*^ (LoxP) mouse choroid plexuses, is indicated.

**Table 3:** Single editing site contribution to changes in editing patterns of different 5-Ht2cr pre-mRNA isoforms between *PWScr*^*p*−*/m5*′*LoxP*^ and wild type mice choroid plexus samples.

Edited Site	Mean RPKM WT	Mean RPKM LoxP	Fold change (WT/LoxP)	P-value, SIG	WT, %	LoxP, %
1	2275	2225	1	0.67, no	0.2	0.2
2	4129	3295	1.3	0.14, no	0.4	0.4
3	2119	2078	1	0.8, no	0.2	0.2
A	148907	100311	1.5	0.000057^****^	14.7	11.3
B	66074	37479	1.8	0.0003^***^	6.5	4.2
C	234736	190987	1.2	0.0004^***^	23.2	21.6
D	904161	782103	1.2	0.006^**^	89.5	88.4
E	51944	45946	1.1	0.15, no	5.1	5.2
F	1877	1891	1	0.94, no	0.2	0.2
G	3242	2378	1.4	0.14, no	0.3	0.23
H	1940	1878	1	0.84, no	0.2	0.26

*Editing site*: The editing sites are labeled according to Fig. 1A. *Mean RPKM WT and LoxP*: Calculated mean of all RPKM values for 5-Ht2cr mRNA editing patterns accounting for site contribution in wild type (WT) and, *PWScr*^*p*−*/m5*′*LoxP*^ (LoxP) editing. *Fold change WT/LoxP:* Fold change between wild type (WT) and *PWScr*^*p*−*/m5*′*LoxP*^ (LoxP) editing sites. *P-value*: P-value of Student’s t-test. *SIG*: Graphpad formatting - asterisks describe p-values levels of statistical significance. False Discovery Rate (pBH) values were calculated for the correction of multiple testing; pBH values 0.0006, 0.001, 0.0016 and 0.016 for editing sites A, B, C and D, respectively, confirmed significances of the t-test. WT(%) and LoxP(%): The percentage of detected editing in the depicted sites in wild type (WT) and *PWScr*^*p*−*/m5′LoxP*^ (LoxP) mouse choroid plexuses is indicated. Percentage is calculated based on the mean RPKM values for 5-Ht2cr mRNA-edited isoforms in investigated genotypes.

An interesting observation came from the RNA deep sequencing analysis of small non-protein coding RNAs isolated from wild type mouse brain (Rozhdestvensky *et al*. unpublished). We identified that approximately 3% of Snord115 cDNAs represented putatively edited snoRNA isoforms (Supplementary Fig. 1). Notably, A to I editing was specifically detected at residues located within the Snord115 targeting region, which displays base complementarities to exon Vb of 5-Ht2cr pre-mRNA. *PWScr*^*p*−*/m5*′*LoxP*^ mice express the *Snord115* cluster ubiquitously, whereas the 5-Ht2c receptor mRNA is detectable in mouse brain areas but absent in spleen and heart^6,34^; we hence analyzed the presence of the most abundant Snord115 editing isoform in our mouse model. Reverse transcription followed by PCR analysis of A64 → I64 editing site for Snord115 uncovered the edited isoform only in the analyzed brain areas but not in spleen and heart of *PWScr*^*p*−*/m5*′*LoxP*^ mice (Supplementary Fig. 1, Supplementary Material and Methods). Our data might indicate that Snord115 and exon Vb of 5-Ht2cr pre-mRNA form an RNA-duplex that is target to ADAR-mediated A to I editing. This recalls RNA editing of the 5-Ht2cr pre-mRNA intron, which presumably requires the intramolecular duplex formation with exon Vb (Supplementary Fig. 1).

## Discussion

RNomics discovered a number of snoRNAs that not only direct site-specific 2′-O-methylation or pseudouridylation of rRNAs and snRNAs targets, but could possibly be involved in other cellular processes including those that underlie human diseases^10,35–37^. The imprinted Snord115 snoRNA gene cluster was originally identified almost two decades ago^16^. Similar to other “orphan” snoRNAs, Snord115 does not display significant base complementarities to rRNAs or snRNAs. Due to an 18 nucleotide base complementarity upstream from the snoRNA D-box the snoRNA was thought to participate in the regulation of pre-mRNA posttranscriptional processing^10,16^. In order to analyze the *in vivo* impact of this snoRNA on posttranscriptional processing of the serotonin receptor 5-Ht2cr pre-mRNA, we investigated the *PWScr*^*p*−*/m5*′*LoxP*^ mouse model, which—in contrast to wild type animals—expresses the Snord115 gene cluster in the choroid plexus; thus, it is co-localized with 5-Ht2cr transcripts at the cellular level. This mouse model enabled a novel *in vivo* investigation of potential snoRNA function. Previous *in vitro* and *ex-vivo* (i.e., transfection in non-neuronal cell culture or embryonic carcinoma cell line P19 neuronal differentiation) analyses suggested that Snord115 targets exon Vb of the 5-Ht2c receptor pre-mRNA and restricts access of the splicing machinery to an alternative 5′-donor splice site, which is located 13nt upstream from the snoRNA targeting region (Fig. 1A)^29,30,38^. This interaction has been reported to reduce the expression of the truncated 5-Ht2c-receptor isoform and increase the production of functional receptor mRNA^29,30,38^.

Recently, in order to mimic potential Snord115 functions, synthetic RNA oligonucleotides complementary to various regions of 5-Ht2cr pre-mRNA (aimed at increasing the ratio of the full-length splice variant) were designed^39^. Targeting different 5-Ht2cr pre-mRNA regions revealed diverse alternative splicing efficiency. Interestingly, antisense oligonucleotides complementary to the same exon Vb region as Snord115 had almost no impact on the outcome of alternative splicing^39^.

In addition, investigation of a PWS mouse model (*PWS-IC*+/−) that expresses barely detectable levels of Snord115 revealed contradicting results. Initially, it was suggested that the absence of Snord115 RNA does not influence alternative splicing of 5-Ht2cr pre-mRNA^31^. However, more recently, the same group reported an increased expression of the truncated receptor isoform in the hypothalamus of *PWS-IC*+/− mice^32^. The analysis of the “autistic” mouse model, which harbors a paternal duplication of the PWS-locus imprinted genes (*patDp/*+ mouse) also established a link between increased Snord115 expression and altered 5-Ht2c-receptor signaling^33^. Although Snord115 RNA expression levels were different in the aforementioned mouse models (~2 fold increase in *patDp/*+ mouse and almost no expression in *PWS-IC*+/−), both studies uncovered increased A to I editing of 5-Ht2cr pre-mRNA^31,33^. Apparently, the analysis of potentially functional roles of Snord115 in posttranscriptional processing of 5-Ht2c receptor pre-mRNA and receptor activity *via* the *PWS-IC*+/− and *patDp/*+ mouse models is associated with certain limitations. For instance, the paternal expression of genes encoded within the PWS locus is perturbed. Deregulation of *Necdin* (*Ndn*) or *Magel2* expression alters the serotonergic signaling in the corresponding knock-out models^40,41^. Hence, the investigation of *PWScr*^*p*−*/m5*′*LoxP*^ mice where the Snord115 gene cluster is expressed maternally and the activity of protein-coding genes within the PWS-locus remains unaltered, is certainly advantageous and avoids the aforementioned uncertainties.

In addition, there are certain technical limitations in detecting rare 5-Ht2cr mRNA editing isoforms. An accurate analysis of mRNA A to I editing requires sufficient sequencing depth^14^. Moreover, it was reported that different mouse genetic backgrounds exhibited significant variations in 5-HT2c-receptor mRNA editing^14^. Considering these pitfalls, comparative RNA deep sequencing analysis of choroid plexus samples from *PWScr*^*p*−*/m5*′*LoxP*^ and wild type siblings with the same genetic C57Bl/6 J background was performed. To avoid effects related to the estrous cycle, only male mice were selected for analysis. We did not observe any significant influence of Snord115 on alternative splicing of 5-Ht2cr pre-mRNA; i.e., there was no increase of the full-length receptor 5-Ht2cr mRNA level detectable within the choroid plexus of *PWScr*^*p*−*/m5*′*LoxP*^ mice compared to wild type animals. Our data established that irrespective of genotype, approximately 45% of all cDNAs represented the functional receptor mRNA, and ~55% the truncated isoform. Because *in vitro* and *ex vivo* data suggest that Snord115 targets exon Vb of the 5-Ht2c receptor pre-mRNA and increases the production of the full-length mRNA isoform, we can not completely exclude that the snoRNA itself is not sufficient for the regulation of alternative splicing *in vivo*, and that other factors might be missing in the choroid plexus.

The aforementioned 18 nucleotide region upstream from the D-box of Snord115 displays base complementarity to the 5-Ht2cr pre-mRNA^16,17,28^. In case of canonical C/D-box snoRNAs, the fifth nucleotide upstream from the D-box usually determines the site of 2′-O-methylation, which for the serotonin receptor pre-mRNA would correspond to the C-editing site. In agreement, it has been demonstrated that Snord115 guides 2′-O-methylation and regulates C-site editing for nucleolar-localized mRNA substrates; this implies the involvement of ADAR2 in nucleolar RNA editing^13^. Our analysis indicated that Snord115 potentially modulates RNA editing within the entire targeting region, as revealed by different isoform frequencies of edited 5-Ht2c receptor mRNAs for *PWScr*^*p*−*/m5*′*LoxP*^ and wild type samples. Interestingly, the edited A and B sites do not overlap with the Snord115 complementary region. Changes in RNA editing observed at A and B-sites suggest that Snord115 might compete with pre-mRNA intronic sequences disturbing the exon-intron duplex formation. Moreover, as ADAR1 is not known to be involved in nucleolar RNA editing, Snord115 pre-mRNA interaction most probably occurs in the nucleoplasm and stimulates formation of alternative pre-mRNA secondary structures^13^. Recent findings suggest that RNA editing also occurs co-transcriptionally and is possibly coupled to R-loops in mammalian cells^42^.

The analysis of the subcellular distribution of Snord115 ribonucleoprotein (RNP) complexes indicated that fractions of the snoRNA localize to the nucleoplasm^43^. Interestingly, here we show that even Snord115 itself is subject to low-level A to I editing in mouse brain. Moreover, editing was specifically detected at residues located within the Snord115 region, which supposedly is targeting exon Vb of 5-Ht2cr pre-mRNA (Supplementary Fig. 1). Analysis of Snord115 A64 → I64 editing in *PWScr*^*p*−*/m5*′*LoxP*^ mice revealed the edited isoform only in brain areas where *5-Ht2cr* is co-expressed with Snord115, but not in spleen and heart. We suggest that the double-stranded structure formed by Snord115 and exon Vb of 5-Ht2cr pre-mRNA is also subject to ADAR-mediated A to I editing of the snoRNA; i.e., similar to the putative intramolecular duplex formed by exon Vb and the downstream intron of 5-Ht2cr pre-mRNA (Supplementary Fig. 1)^13^. This might also explain differences in RNA editing for A and B compared to C and D sites in the presence of Snord115 RNA (Table 3). In contrast to C, E and D, the A and B editing sites do not overlap with the snoRNA-targeting region (Fig. 1A). 

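Sites A and B, outside the complementary region, had a mean log2 ratio of WT over LoxP of 0.69, and sites C and D, inside it, 0.25, a difference of 0.44 on the log2 scale. Because A-edited transcripts are mostly edited at D as well, 79.1% of them in wild type, the sites were also compared on separate transcripts. Isoforms edited at A or B and at none of C, E and D had a log2 ratio of 0.25, and isoforms edited at C, E or D and at neither A nor B one of 0.13, a difference of 0.12. The first group made up 1.43% of transcripts in wild type and 1.29% in LoxP, and the second 57.8% and 56.3%. Isoforms of both kinds, edited at A or B and at C, E or D, were at 9.57% in wild type and 6.65% in LoxP, a share ratio of 1.44. Membership of the first group also depends on editing at C, E and D, and that of the second on A and B. Lower editing at D alone would move transcripts into the first group, so 0.44 and 0.12 measure unlike things. These differences come from the authors' genotype means and were not tested against the spread between libraries.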

As a consequence, RNA duplex structures, which are a necessary prerequisite for effective editing, cannot be established, resulting in the reduction of ADAR1-mediated editing. RNA editing in C, E and D sites might, however, proceed due to pre-mRNA/Snord115 interactions.

Collectively, our analysis of potential Snord115 involvements in the posttranscriptional processing of 5-Ht2c receptor pre-mRNA *in vivo* suggests that, ectopically expressed, the snoRNA does not control alternative splicing in choroid plexus, but might participate in the fine-tuning regulation of posttranscriptional editing. To the best of our knowledge, this is the first Snord115 gain-of-function analysis based on *in vivo* mouse models. However, it is not clear whether these small changes in A to I editing are of biological relevance. Generation and analysis of a Snord115 knock-out mouse model will be the next important step in the understanding of Snord115 – 5-Ht2cr functional interaction (if any).

## Materials and Methods

### Generation and genotyping of mice

Construction of the 5′-LoxP targeting cassette, generation of *PWScr*^*p*−*/m5*′*LoxP*^ mice and genotyping of analyzed mice were reported previously^20,34^.

### Northern blot analysis

Northern blot hybridization was performed as described earlier^27,44^. For each mouse brain area, total RNA samples were isolated and assayed from at least three different male animals of each genotype. In brief, 500 ng of each total RNA sample were separated on 8% (w/v) denaturing polyacrylamide gel (PAAG; 7 M urea, 1X TBE buffer) at 200 V for 90 min and transferred onto positively charged nylon membranes (BrightStar Plus, Ambion). Oligonucleotide probes for hybridizations were 5′-end labeled with γ-[^32^P]-ATP using T4 polynucleotide kinase (New England Biolabs) (For oligonucleotide sequences, see Supplementary Table 4). Membranes were pre-hybridized in 20 ml of 0.5 M sodium phosphate (pH 6.5 at 58 °C), 7% (w/v) sodium dodecyl sulfate (SDS) buffer at 56 °C for 30 minutes. Hybridizations were performed with 50 pmol of 5′-^32^P labeled oligonucleotides in pre-hybridization buffer at 56 °C overnight. Membranes were washed three times in 0.1 M sodium phosphate (pH 6.5), 1% (w/v) SDS containing buffer at 46 °C and exposed to MS-film (Kodak) overnight at −80 °C.

### Reverse-transcription quantitative real-time PCR (RT-qPCR)

Total RNA samples were DNase I (Roche) treated; concentration and purity were determined with a NanoDrop spectrophotometer ND-1000 (Thermo Scientific) and the absorbance at OD_260/280_. Total RNA integrity was examined on 8% (w/v) denaturing polyacrylamide gels (PAAG; 7 M urea, 1X TBE buffer). The presence of DNA contamination was assessed by PCR as described earlier^45^. First strand cDNA synthesis was performed using random hexamer primers and reverse transcriptase (Roche).

Total RNA (0.5 µg) was incubated with 1 µl of random hexamer primers (3 µg/µl), 1 µl of dNTP mix (25 mM each) and 9.5 µl of DEPC-treated water for 10 min at 65 °C. The reaction was cooled on ice for 2–3 min and briefly centrifuged. Then, 4 µl of first strand synthesis buffer (5X, containing 250 mM Tris-HCl (pH 8.5), 150 mM KCl, 40 mM MgCl_2_), 0.5 µl of ribolock RNAase inhibitor (40 U/µl, Fermentas) and 0.5 µl of (20 U/µl) of Transcriptor reverse transcriptase (Roche) were added and incubated for 60 min at 55 °C. The reaction was terminated by heat inactivation for 10 min at 85 °C. The reaction volume was increased to 50 µl using nuclease-free water stored at −20 °C. The resulting cDNA was diluted 1:10 and used in real-time PCR reactions.

All details on the primer sequences for RT-qPCR analysis in this study are provided in Supplementary Table 4. All qPCR reactions were performed in triplicate, and a total volume of 10 µl containing 2 µl of cDNA (~20 ng), 5 µl of 2X LightCycler 480 SYBR Green Master Mix (Roche) and 1 µM of each primer.

PCR amplification: 5 min initial denaturation step at 95 °C, with subsequent 45 cycles of 20 sec at 95 °C and 1 min at 60 °C. The reaction included single acquisition of fluorescent signals at 60 °C for each cycle and continuous acquisition from 50 °C to 97 °C at the end of the 45 cycles for melt-curve analysis. Quantification Cycle (Cq) values were calculated using Light-cycler 480 SW 1.5 software (Roche) and all data were further analyzed with Excel. Data analysis was performed using a geometric mean of ActB mRNA as reference genes. The fold change is represented as 2^−ddCq^ (Supplementary Table 2).

### Deep sequencing analysis of 5-Ht2cr pre-mRNA

Twelve cDNA libraries (6 per genotype) were generated. Choroid plexuses from 24 male mice (12 animals from each genotype) at postnatal day 21 were isolated; two choroid plexuses per library were pooled and subjected to total RNA extraction. cDNA synthesis was performed with total RNA samples 100 ng each using 200 pmol of 5ht2cRTrev oligonucleotide and 10 U of Transcriptor Reverse Transcriptase (Roche) in a 20 µl reaction as described above. Five µl aliquots of the RT-reactions were subjected to 10 cycles of PCR amplification with 5-Ht2cr exons IV and VI specific oligonucleotides: 5ht2cF and 5ht2cRTrev (Fig. 1A and Supplementary Table 4). PCR products were purified using High Pure PCR cleaning Micro Kit (Roche) and eluted in 20 µl of ddH2O. Ten µl of purified reactions were used for 15 cycles of PCR amplification to introduce PGM adapters with barcodes (Supplementary Table 4).

### Analysis of Serotonin receptor editing

All BAM files were converted to the tab delimited text format (SAM) by a batch call to the samtools view option (GEO submission number is GSE119419)^46^. Contigs mapped to our FASTA input sequences represent the two 5-Ht2cr variants: 1–209 and 5-Ht2cr-tr-sequence: 1–114, respectively. The resulting 12 SAM files were utilized to count frequencies of editing patterns (with expanded CIGAR information and high mapping quality) for all combinations of editing sites. To render the results comparable between samples, read counts were converted to RPKM expression values by normalizing the values of each sample to its own number of total mapped reads; RPKM = Reads/sequence length * (10^9/total mapped reads). Only isoforms with mean expression threshold levels of ≥10 RPKM in either wild type or *PWScr*^*p*−*/m5*′*LoxP*^ samples were analyzed. This established a matrix of RPKM values with 12 experiments in columns and 112 editing pattern in rows (including 1 non edited pattern).

### Statistics

All statistics were computed with functions and routines based on the statistical computing systems S+ and R (TIBCO® Spotfire S+ 8.1 for Windows, R version 3.3.2 (2016-10-31), Copyright (C) 2016)). R is the freely available implementation of the S-programming language and runs on UNIX, MAC and Windows systems (https://www.cran.r-project.org). Functions and R-routines are available on demand. For fast computation of large datasets, we vectorised standard statistical tests (Student’s t-test and correction for multiple testing) in our functions. P-values for t-tests of analyzed isoforms with mean expression levels of ≥10 RPKM were adjusted for multiple testing via the step-up procedure for correction of the ‘False Discovery Rate’ (FDR)^47^ (https://tools.carbocation.com/FDR).

For all manipulations on BAM files (BAM to SAM conversion, indexing, IDX-statistics), we used the 32-Bit Windows version of the freely available samtools (http://samtools.sourceforge.net)^46^.

### Mice

All mouse procedures were performed in compliance with the guidelines for the welfare of experimental animals issued by the Federal Government of Germany and approved by the State Agency for Nature, Environment and Consumer Protection North Rhine-Westphalia (Landesamt für Natur, Umwelt und Verbraucherschutz Nordrhein-Westfalen). Animals were kept in specific pathogen-free animal facilities. All breading conditions and the weaning of pups were accomplished as previously described^20,34^.

## Supplementary information

Supplementary information

Supplementary Table 3

## References

[1] Chagraoui A, Thibaut F, Skiba M, Thuillez C, Bourin M (2016). 5-HT2C receptors in psychiatric disorders: A review. Prog. Neuropsychopharmacology Biol. Psychiatry..

[2] De Deurwaerdere P, Lagiere M, Bosc M, Navailles S (2013). Multiple controls exerted by 5-HT2C receptors upon basal ganglia function: from physiology to pathophysiology. Exp. Brain Res..

[3] Palacios JM, Pazos A, Hoyer D (2017). A short history of the 5-HT2C receptor: from the choroid plexus to depression, obesity and addiction treatment. Psychopharmacology..

[4] Pritchard AL (2008). Role of 5HT 2A and 5HT 2C polymorphisms in behavioural and psychological symptoms of Alzheimer’s disease. Neurobiol. Aging..

[5] Abramowski D, Staufenbiel M (1995). Identification of the 5-hydroxytryptamine2C receptor as a 60-kDa N-glycosylated protein in choroid plexus and hippocampus. J. Neurochem..

[6] Yue F (2014). A comparative encyclopedia of DNA elements in the mouse genome. Nature..

[7] Burns CM (1997). Regulation of serotonin-2C receptor G-protein coupling by RNA editing. Nature..

[8] Herrick-Davis K, Grinde E, Niswender CM (1999). Serotonin 5-HT2C receptor RNA editing alters receptor basal activity: implications for serotonergic signal transduction. J. Neurochem..

[9] Price RD, Weiner DM, Chang MS, Sanders-Bush E (2001). RNA editing of the human serotonin 5-HT2C receptor alters receptor-mediated activation of G13 protein. J. Biol. Chem..

[10] Cavaille J (2017). Box C/D small nucleolar RNA genes and the Prader-Willi syndrome: a complex interplay. Wiley Interdiscip. Rev. RNA..

[11] Hartner JC (2004). Liver disintegration in the mouse embryo caused by deficiency in the RNA-editing enzyme ADAR1. J. Biol. Chem..

[12] Higuchi M (2000). Point mutation in an AMPA receptor gene rescues lethality in mice deficient in the RNA-editing enzyme ADAR2. Nature..

[13] Vitali P (2005). ADAR2-mediated editing of RNA substrates in the nucleolus is inhibited by C/D small nucleolar RNAs. J. Cell. Biol..

[14] Morabito MV (2010). High-throughput multiplexed transcript analysis yields enhanced resolution of 5-hydroxytryptamine 2C receptor mRNA editing profiles. Mol. Pharmacol..

[15] Olaghere da Silva UB (2010). Impact of RNA editing on functions of the serotonin 2C receptor *in vivo*. Front. Neurosci..

[16] Cavaille J (2000). Identification of brain-specific and imprinted small nucleolar RNA genes exhibiting an unusual genomic organization. Proc. Natl. Acad. Sci. USA.

[17] Nahkuri S, Taft RJ, Korbie DJ, Mattick JS (2008). Molecular evolution of the HBII-52 snoRNA cluster. J. Mol. Biol..

[18] Buiting K (2010). Prader-Willi syndrome and Angelman syndrome. Am. J. Med. Genet. C Semin. Med. Genet..

[19] Ding F (2008). SnoRNA Snord116 (Pwcr1/MBII-85) deletion causes growth deficiency and hyperphagia in mice. PLoS One..

[20] Skryabin BV (2007). Deletion of the MBII-85 snoRNA gene cluster in mice results in postnatal growth retardation. PLoS Genet..

[21] Bieth E (2015). Highly restricted deletion of the SNORD116 region is implicated in Prader-Willi Syndrome. Eur. J. Hum. Genet..

[22] de Smith AJ (2009). A deletion of the HBII-85 class of small nucleolar RNAs (snoRNAs) is associated with hyperphagia, obesity and hypogonadism. Hum. Mol. Genet..

[23] Sahoo T (2008). Prader-Willi phenotype caused by paternal deficiency for the HBII-85 C/D box small nucleolar RNA cluster. Nat. Genet..

[24] Runte M, Varon R, Horn D, Horsthemke B, Buiting K (2005). Exclusion of the C/D box snoRNA gene cluster HBII-52 from a major role in Prader-Willi syndrome. Hum. Genet..

[25] Cavaille J, Nicoloso M, Bachellerie JP (1996). Targeted ribose methylation of RNA *in vivo* directed by tailored antisense RNA guides. Nature..

[26] Watkins NJ, Bohnsack MT (2012). The box C/D and H/ACA snoRNPs: key players in the modification, processing and the dynamic folding of ribosomalRNA. Wiley Interdiscip. Rev. RNA..

[27] Mo D, Raabe CA, Reinhardt R, Brosius J, Rozhdestvensky TS (2013). Alternative processing as evolutionary mechanism for the origin of novel nonprotein coding RNAs. Genome Biol. Evol..

[28] Zhang YJ (2014). Rapid birth-and-death evolution of imprinted snoRNAs in the Prader-Willi syndrome locus: implications for neural development in Euarchontoglires. PLoS One..

[29] Kishore S, Stamm S (2006). The snoRNA HBII-52 regulates alternative splicing of the serotonin receptor 2C. Science..

[30] Bratkovic T, Modic M, Camargo Ortega G, Drukker M, Rogelj B (2018). Neuronal differentiation induces SNORD115 expression and is accompanied by post-transcriptional changes of serotonin receptor 2c mRNA. Sci. Rep..

[31] Doe CM (2009). Loss of the imprinted snoRNA mbii-52 leads to increased 5htr2c pre-RNA editing and altered 5HT2CR-mediated behaviour. Hum. Mol. Genet..

[32] Garfield AS (2016). Increased alternate splicing of Htr2c in a mouse model for Prader-Willi syndrome leads disruption of 5HT2C receptor mediated appetite. Mol. Brain..

[33] Nakatani J (2009). Abnormal behavior in a chromosome-engineered mouse model for human 15q11-13 duplication seen in autism. Cell..

[34] Rozhdestvensky TS (2016). Maternal transcription of non-protein coding RNAs from the PWS-critical region rescues growth retardation in mice. Sci. Rep..

[35] Huttenhofer A (2001). RNomics: an experimental approach that identifies 201 candidates for novel, small, non-messenger RNAs in mouse. EMBO J..

[36] Romano G, Veneziano D, Acunzo M, Croce CM (2017). Small non-coding RNA and cancer. Carcinogenesis..

[37] Stepanov GA (2015). Regulatory role of small nucleolar RNAs in human diseases. BioMed Res. Int..

[38] Kishore S (2010). The snoRNA MBII-52 (SNORD 115) is processed into smaller RNAs and regulates alternative splicing. Hum. Mol. Genet..

[39] Zhang Z (2016). Oligonucleotide-induced alternative splicing of serotonin 2C receptor reduces food intake. EMBO Mol. Med..

[40] Mercer RE (2009). Regionally reduced brain volume, altered serotonin neurochemistry, and abnormal behavior in mice null for the circadian rhythm output gene Magel2. Am. J. Med. Genet. B Neuropsychiatr. Genet..

[41] Zanella S (2008). Necdin plays a role in the serotonergic modulation of the mouse respiratory network: implication for Prader-Willi syndrome. J. Neurosci..

[42] Wang IX (2014). RNA-DNA differences are generated in human cells within seconds after RNA exits polymerase II. Cell Rep..

[43] Soeno Y (2010). Identification of novel ribonucleo-protein complexes from the brain-specific snoRNA MBII-52. RNA..

[44] Galiveti CR, Raabe CA, Konthur Z, Rozhdestvensky TS (2014). Differential regulation of non-protein coding RNAs from Prader-Willi Syndrome locus. Sci. Rep..

[45] Galiveti CR, Rozhdestvensky TS, Brosius J, Lehrach H, Konthur Z (2010). Application of housekeeping npcRNAs for quantitative expression analysis of human transcriptome by real-time PCR. RNA.

[46] Li H (2009). The Sequence Alignment/Map format and SAMtools. Bioinformatics..

[47] Benjamini Y, Hochberg Y (1995). Controlling the False Discovery Rate: A Practical and Powerful Approach to Multiple Testing. J. R. Statist. Soc. B..

# Supplementary material for: Ectopic expression of Snord115 in choroid plexus interferes with editing but not splicing of 5-Ht2c receptor pre-mRNA in mice
**Source:** Sci Rep. 2019 Mar 12;9:4300. doi: 10.1038/s41598-019-39940-6
**Supplement:** Supplementary file 1 — Supplementary information

Supplementary information**Ectopic expression of Snord115 in choroid plexus interferes with editing but not splicing of 5-Ht2c receptor pre-mRNA in mice**

Carsten A. Raabe^{1,2,§}, Reinhard Voss^{3,§}, Delf-Magnus Kummerfeld⁴, Juergen Brosius^{1,5}, Chenna R. Galiveti¹, Anna Wolters¹, Jochen Seggewiss⁶, Andreas Hüge⁷, Boris V. Skryabin^{4*} and Timofey S. Rozhdestvensky^{4*}

¹Institute of Experimental Pathology (ZMBE), University of Muenster, Von-Esmarch-Str. 56, D-48149 Muenster, Germany; ²Institute of Medical Biochemistry (ZMBE), University of Muenster, Von-Esmarch-Str. 56, D-48149 Muenster, Germany; ³Laukamp 12, D-48161 Muenster, Germany; ⁴Medical Faculty, Core Facility Transgenic animal and genetic engineering Models (TRAM), University of Muenster, Von-Esmarch-Str. 56, D-48149 Muenster, Germany; ⁵Brandenburg Medical School (MHB), Fehrbellinerstr. 38, D-16816 Neuruppin; ⁶Institute of Human Genetics, University Hospital Muenster, Vesaliusweg 12-14, D-48149 Muenster, Germany. ⁷Medical Faculty, Core Facility Genomik, University of Muenster, Albert-Schweitzer-Campus 1, D3, Domagkstrasse 3, D-48149 Muenster Germany.

§The authors wish it to be known that, in their opinion, the first two authors should be regarded as joint First Authors.

Running title: Snord115 and 5-Ht2c receptor pre-mRNA processing

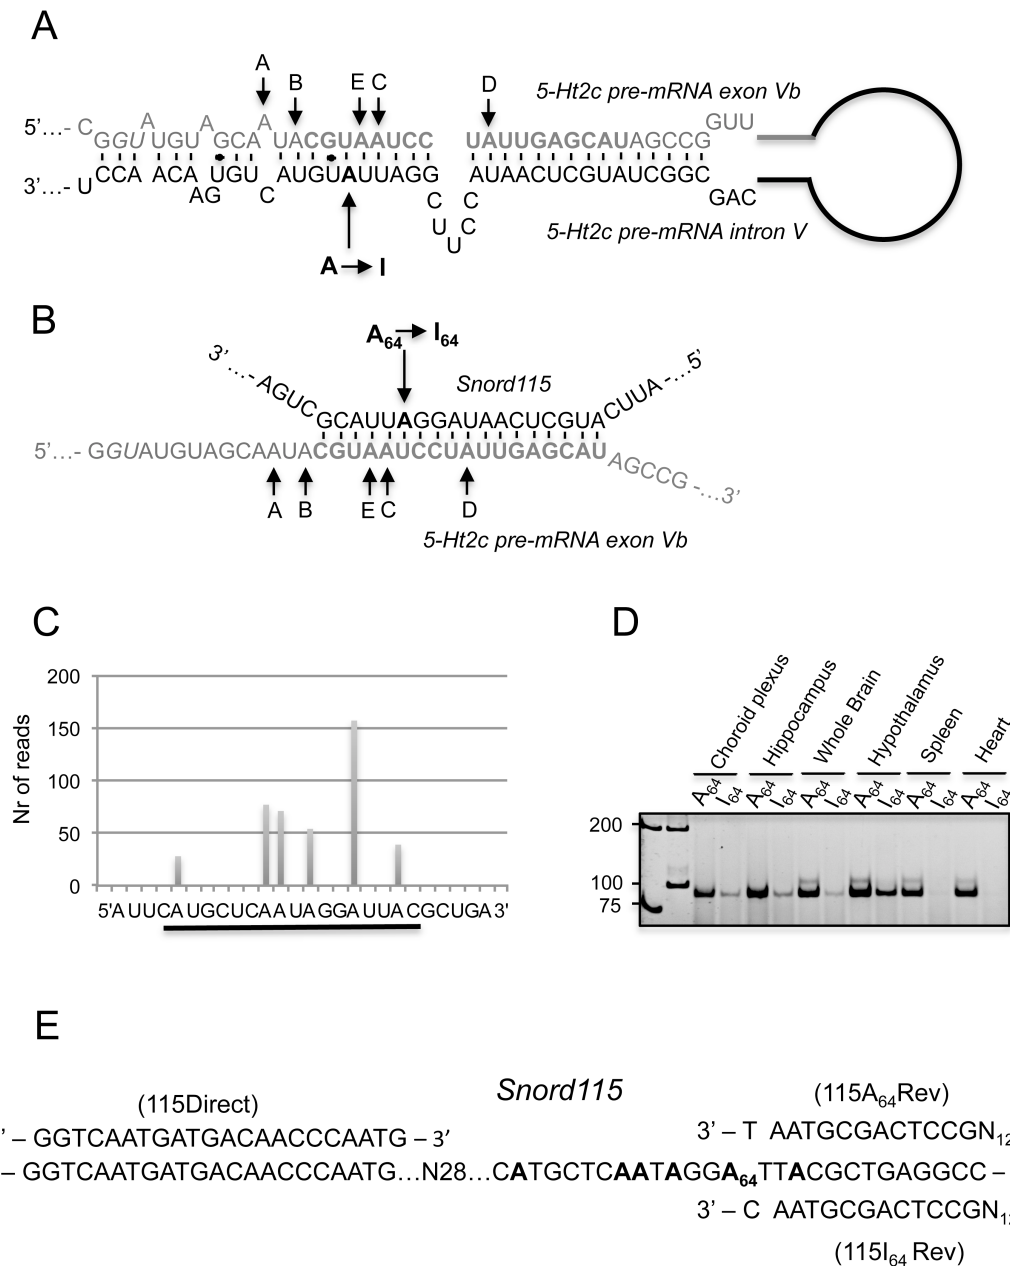

Supplementary Figure 1. Schematic representation of 5-Ht2cr pre-mRNA, exon Vb targeting by Snord115 and putative snoRNA edited isoforms.

A. Putative secondary structure formed between partial regions of exon –Vb (red) and intron –V (black) of 5-Ht2cr pre-mRNA. B. Putative base pairing of Snord115 with exon Vb of 5-HT2cr pre-mRNA. A, B. The alternative splice site (*GU*) of exon Vb and A to I editing sites in 5HT2c pre-mRNA (A-D) are indicated. A to I editing of 5Ht2cr pre-mRNA intron V and A₆₄ of the Snord115 are depicted by black arrows, respectively. C. Analysis of ~10.000 Snord115 cDNA reads derived from a whole

brain mouse cDNA-library representing the small non-protein-coding transcriptome. Number of edited reads (y – coordinate) for the Snord115 guide region (x-coordinate) is shown. D. RT-PCR analysis of total RNA isolated from spleen, heart and different brain areas (as indicated above the blot) of *PWScr^{p-/m5'LoxP}* mice (see Supplementary Material and Methods). PCR products were resolved on 8 % (w/v) polyacrylamide gel (PAAG (30:1); 1 X TBE buffer). Electrophoresis was performed at 120 V for 60 min in 1 X TBE buffer. A negative image of the ethidium bromide stained gel is shown. E. Snord115 and PCR primer sequences are displayed. Putatively edited nucleotides are indicated in bold.

Supplementary Material and Methods.

Total RNA samples were DNase I (Roche) treated. Reverse transcription was performed with RT115Rev (5'-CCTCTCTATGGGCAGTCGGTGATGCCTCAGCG-3') and reverse transcriptase (Roche). Total RNA (~5µg; choroid plexus ~300 ng) was incubated with 1 µl of RT115Rev primer (100 pmole/µl) for 2 min at 85°C in 10 µl reaction volume. The reaction was cooled at room temperature for 3-5 min and briefly centrifuged. Then, 1 µl of dNTP mix (25 mM each), 4 µl of first strand synthesis buffer (5 X, containing 250 mM Tris-HCl (pH 8.5), 150 mM KCl, 40 mM MgCl₂), 0.5 µl of ribolock RNase inhibitor (40 U/µl, Fermentas) and 0.5 µl (20 U/µl) of Transcriptor reverse transcriptase (Roche) were added and incubated for 60 min at 55°C. The reaction was terminated by heat inactivation for 10 min at 85°C. Resulting cDNA was diluted 1:10 and used for PCR reactions. All PCR reactions were performed in triplicates, in a total reaction volume of 50 µl, containing 1 µl of 1:10 diluted cDNA (10 µl in case of choroid plexus cDNA), 400 µM of dNTP, 1 µM each primer and ~2,5 U of Taq polymerase. For the detection of A64 and I64 Snord116 isoforms two PCR master mixes were prepared. The A64 master mix contained forward primer (115Direct: 5'-GGTCAATGATGACAACCCAATG-3') and A64 specific reverse primer (115RevA64: 5'-GCAGTCGGTGATGCCTCAGCGTAAT-3'). The I64 detection master mix comprised of 115Direct primer and I64 specific reverse primer (115RevI64 5'-GCAGTCGGTGATGCCTCAGCGTAAC-3'). PCR amplification: 3 min initial denaturation step at 95°C, with subsequent 30 cycles of 30 sec at 95°C, 20 sec at 58°C and 30 sec at 72°C.

Supplementary Table 1. Read statistic of all 12 BAM files

Genotype	cDNA name	cDNA length	mapped reads	%	total mapped reads
LOXP.007	5-Ht2cr	209	1997730	41.37	4828960
LOXP.007	5-Ht2cr-tr	114	2831230	58.63	4828960
LOXP.008	5-Ht2cr	209	2033062	42.23	4813828
LOXP.008	5-Ht2cr-tr	114	2780766	57.77	4813828
LOXP.009	5-Ht2cr	209	3655972	48.86	7482758
LOXP.009	5-Ht2cr-tr	114	3826786	51.14	7482758
LOXP.010	5-Ht2cr	209	3747832	48.51	7726413
LOXP.010	5-Ht2cr-tr	114	3978581	51.49	7726413
LOXP.011	5-Ht2cr	209	3551429	46.24	7680953
LOXP.011	5-Ht2cr-tr	114	4129524	53.76	7680953
LOXP.012	5-Ht2cr	209	2669286	41.53	6427864
LOXP.012	5-Ht2cr-tr	114	3758578	58.47	6427864
WT.001	5-Ht2cr	209	3482201	43.19	8062141
WT.001	5-Ht2cr-tr	114	4579940	56.81	8062141
WT.002	5-Ht2cr	209	3844526	44.95	8553154
WT.002	5-Ht2cr-tr	114	4708628	55.05	8553154
WT.003	5-Ht2cr	209	3133636	46.23	6778386
WT.003	5-Ht2cr-tr	114	3644750	53.77	6778386
WT.004	5-Ht2cr	209	3161517	46.26	6834878
WT.004	5-Ht2cr-tr	114	3673361	53.74	6834878
WT.005	5-Ht2cr	209	755291	46.27	1632419
WT.005	5-Ht2cr-tr	114	877128	53.73	1632419
WT.006	5-Ht2cr	209	723863	46.44	1558622
WT.006	5-Ht2cr-tr	114	834759	53.56	1558622

Genotype: genotypes of investigated mice: LOXP - *PWScr^{p-/m5'LoxP}* and WT - wild type mice. Numbers: 001-012 is the BAM files designation. *cDNA name/cDNA length*: reads represented by full-length 5-Ht2cr mRNA or truncated (alternatively-spliced) 5-Ht2cr-tr mRNA and its corresponding length. *Mapped reads*: number of reads for the 5-Ht2cr or 5-Ht2cr-tr transcripts. *%*: percent cDNA reads representing the functional and truncated receptor isoforms. *Total mapped reads*: value of mapped reads for the indicated BAM files.

Supplementary Table 2. Analysis of ADAR1 and ADAR2 RNA expression in total brain (A) and choroid plexus (B) samples of *PWScr^{p-/m5'LoxP}* and wild type mice.

A

mice	mRNA	DCq	DCqStDev	DDCq	DDCq+<br>StDev	DDCq-<br>StDev	2 ⁻ DDCq	2 ⁻ DDCq (+StDev)	2 ⁻ DDCq (-StDev)
Wt	ADAR1	7.08	0.19595	0	0.196	0.196	1	0.873	1.146
LoxP	ADAR1	6.95	0.14351	0.13	0.275	-0.012	0.91	0.827	1.009
Wt	ADAR2	8.32	0.19828	0	0.198	-0.198	1	0.872	1.147
LoxP	ADAR2	8.23	0.15943	0.084	0.244	-0.075	0.94	0.844	1.053

B

mice	mRNA	DCq	DCqStDev	DDCq	DDCq+<br>StDev	DDCq-<br>StDev	2 ⁻ DDCq	2 ⁻ DDCq (+StDev)	2 ⁻ DDCq (-StDev)
Wt	ADAR1	5.31	0.09669	0	0.097	-0.097	1	0.935	1.069
LoxP	ADAR1	5.03	0.06279	0.28	0.343	0.217	0.824	0.789	0.86
Wt	ADAR2	10.04	0.17207	0	0.172	-0.172	1	0.888	1.127
LoxP	ADAR2	9.88	0.07577	0.16	0.236	0.084	0.895	0.849	0.943

Mice: each sample, was represented by three mouse brains (A) or six and four choroid plexuses (B) in case of wild type and *PWScr^{p-/m5'LoxP}* mice, respectively. Mouse genotypes are indicated as Wt for wild type and LoxP for *PWScr^{p-/m5'LoxP}* animals. (A, B) Each sample was analyzed in triplicate. *mRNA*: Adenosine deaminase acting on RNA 1 and 2 (ADAR1 and ADAR2, respectively) mRNAs. Columns: DCq is the average delta Cq values from technical and biological replicates; DCqStDev is the average of delta Cq standard deviations; DDCq: is the abbreviation for delta-delta Cq values.

Supplementary Table 4. Oligonucleotides.*DNA oligonucleotides for deep sequencing analysis of 5-Ht2cr pre-mRNA*

Name	Sequence
m5HT2cF	gtctggattcactagatgtgct
m5HT2cR	ctttcgccctcagtccaatcac
trP1 5htR	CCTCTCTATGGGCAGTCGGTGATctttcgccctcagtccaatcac
A5htb1F	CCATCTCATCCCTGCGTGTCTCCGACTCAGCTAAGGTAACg<br>tctggattcactagatgtgct
A5htb2F	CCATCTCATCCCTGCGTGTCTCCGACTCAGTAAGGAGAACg<br>tctggattcactagatgtgct
A5htb3F	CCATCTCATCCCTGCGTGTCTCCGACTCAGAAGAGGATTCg<br>tctggattcactagatgtgct
A5htb4F	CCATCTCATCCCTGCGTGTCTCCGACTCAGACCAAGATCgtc<br>tggattcactagatgtgct
A5htb5F	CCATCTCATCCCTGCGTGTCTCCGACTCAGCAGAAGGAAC<br>gtctggattcactagatgtgct
A5htb6F	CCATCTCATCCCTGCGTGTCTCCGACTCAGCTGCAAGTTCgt<br>ctggattcactagatgtgct
A5htb13F	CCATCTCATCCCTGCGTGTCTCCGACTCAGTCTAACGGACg<br>tctggattcactagatgtgct
A5htb14F	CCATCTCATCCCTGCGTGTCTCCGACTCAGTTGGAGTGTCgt<br>ctggattcactagatgtgct
A5htb15F	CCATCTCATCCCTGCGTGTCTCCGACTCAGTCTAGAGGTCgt<br>ctggattcactagatgtgct
A5htb16F	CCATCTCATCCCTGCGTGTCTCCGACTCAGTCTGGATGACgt<br>ctggattcactagatgtgct
A5htb17F	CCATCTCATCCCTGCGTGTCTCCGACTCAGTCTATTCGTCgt<br>ctggattcactagatgtgct
A5htb18F	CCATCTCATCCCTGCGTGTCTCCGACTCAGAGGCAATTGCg<br>tctggattcactagatgtgct

DNA oligonucleotides for RT-qPCR analysis

Name	Sequence
mActbF	AAGGCCAACCGTGAAAAGAT
mActbR	GTGGTACGACCAGAGGCATAC
mADAR1F1	TCCTGCAGTGACAAGATAGCA
mADAR1R1	GGTTCCACGAAAATGCTGAG
mADAR2F1	AAACAGGCCTCTCCTTAGTGG
mADAR2R1	GCACTGAAGTGGGGAGACTT

DNA oligonucleotides for northern blot hybridizations

Name	Sequence
Snord115R	CAGCGTAATCCTATTGAGCATGAAT
Snord116R	GTTCCGATGAGAGTGGCGGTACAGAGT
Snora35R	TGTACCCACCTGCATGCGGGAGTAGCCCAC

How the deposited data were processed for this re-analysis (not part of the article)

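The study sequenced RT-PCR products of the serotonin receptor mRNA from choroid plexus of 12 wild type and 12 LoxP males at postnatal day 21, pooled by 2 into 6 libraries per genotype. The reads per library of the full-length and the truncated splice variant were taken from Supplementary Table 1, and the editing isoforms from the authors' deposited table. Libraries were assigned to genotypes by their labels and numbers, which match those in Supplementary Table 1. According to the methods the RNA comes from separate pools of animals, in which case p-values on libraries measure the spread between pools.

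According to the methods, the authors mapped Ion PGM reads to 2 cDNA sequences of 209 nt and 114 nt, converted the alignments with SAMtools, and counted the reads of each combination of 11 editing sites among reads of high mapping quality. The aligner, and the mapping quality and base quality that a read needed, are not given in the sources used here. The authors' RPKM divides the reads of an isoform by its length and by all mapped reads of the library, and the deposited values are the means of the libraries of a genotype. Isoforms with a mean of at least 10 RPKM in either genotype were kept by the authors. The deposited fold is the ratio of the WT mean to the LoxP mean. The deposited p-value is that of the authors' test of the RPKM of both genotypes, computed in S+ and R 3.3.2, and a further deposited column gives it adjusted for the false discovery rate. The design set before the data were examined planned tests of editing on the value of each library (limma on log2 RPKM, and exact permutation tests for sites and groups). These tests need values per library, so they were not run, and the authors' p-values were used instead. A method that summarises by means also hides single libraries: an amplification error or a contaminated library can raise the mean of a rare isoform. Amplification over 10 and 15 cycles without molecular identifiers lets single molecules contribute many reads, and each read then counts in the RPKM.

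From the reads per library, the percentage of full-length reads was computed for each library, with its 95% Wilson interval, which covers counting error only. Genotypes were compared by a two-sided exact permutation test of the difference in mean percentage over all 924 assignments (462 splits), whose smallest p is 0.00216, with the Hodges-Lehmann shift and its exact rank-based interval. From the deposited means, shares of all transcripts and of edited transcripts were computed for each isoform, for each of the 11 sites, for the encoded peptides and for groups of isoforms. The groups were number of edited sites, A with B, only A or B, only C, E or D, and at least 1 of the sites 1, 2, 3, F, G and H. They were fixed before the deposited data were examined, but after the values in the study's own tables had been seen. The authors' p-values were adjusted again by Benjamini-Hochberg, with 0.05 as threshold. From each pair of means and its p-value the standard error of the difference was derived, assuming equal variances and 10 degrees of freedom, and with it a 95% interval. The same values give a lower limit for the share of a genotype's RPKM that its largest library must hold, because RPKM cannot be negative. No isoform had a p-value that this assumption excludes. For the sites, the p-values of Table 3 were used. On simulated libraries with the wild type means and the real depths, the lower limit held for all 111 isoforms, which checks its computation only. In the same simulation 14 of 17 isoforms whose mean was lowered in LoxP by a fold of 2 at a low spread passed the adjusted threshold. Among unchanged isoforms, 0 of 91 did. The spread was set rather than taken from the libraries. These rates therefore do not describe how often real isoforms would be called, nor isoforms with a fold under 2.

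Coordinates come from a match of the unedited 30-nt sequence to the receptor transcript of GENCODE M21 on GRCm38, since the reads were mapped to cDNAs and the deposited table gives no coordinates. Computation used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, statsmodels 0.14.6, Biopython 1.88 and matplotlib 3.10.9. The isoforms named in the text are those named in Table 2 or in the text of the study, whose values had been seen, and NoEdit, D, C, A, B and E; others were named after their values were seen. The rule would also have named isoforms whose libraries do not overlap between genotypes, which needs values per library and was not applied. Alternatives covered left-out libraries, pairing by replicate number, pooled reads and log odds for splicing, and for editing another reference for the shares, other minimum RPKM values, other sets of isoforms and no adjustment. The RT-qPCR samples were not analysed here apart from the values of Supplementary Table 2.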

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

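The tests of explanations given here were chosen after the values had been seen, and the isoforms EF and 1BD were singled out after their values were seen. Dixon's test was applied to 4 groups of 6 libraries (percentage of full-length reads and mapped reads, in each genotype). None had a library past the critical value at the 95% level. The largest gap was 0.540 of the range, for the full-length percentage in wild type. This test can miss outlying libraries that lie close to each other. Wild type replicates 5 and 6 had 1632419 and 1558622 mapped reads, and every other wild type library had at least 6778386. Their gap was only 0.0702 of the range, because it was measured between them. The test therefore cannot decide whether these replicates are outlying in depth.

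Isoforms EF and 1BD had an authors' p-value under 0.05 in the authors' deposited table and are not among the isoforms of Table 2, which is what drew attention to them. Both were higher in LoxP, with a WT over LoxP fold of 0.551 for EF (8.57 and 15.6 RPKM) and 0.448 for 1BD (5.31 and 11.9 RPKM). After adjustment over the 111 isoforms the authors' p-values became 0.235 and 0.197, so neither passes. At these levels 10 RPKM is 3.26 to 17.9 reads per library. Isoform EF is E with site F, and E itself had a fold of 0.638 in the same direction, whereas 1BD is BD with site 1, and BD had a fold of 1.16 in the opposite direction.

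The first pattern concerns the 82 isoforms with a site 1, 2, 3, F, G or H, for which a candidate explanation is A-to-G base errors of amplification or sequencing, at one rate for each site on every transcript. On the unedited isoform and the 9 isoforms of known sites with at least 10000 RPKM in both genotypes, the percentage of transcripts that also carried site 1, 3, F, G or H differed between backgrounds by at most 5.30 times, through ACDG in LoxP, and next by 4.77 times, through AH in wild type, of which a single library holds at least 58.4% and 57.6% of that genotype's RPKM. Among the known sites, which are edited, only B (420.2 times) and E (11.1 times) went past 10 times, while A, C and D stayed at 5.78, 6.24 and 2.35 times or less, so that base errors and editing cannot be told apart by this test. For site 2 the ratio reached 20.8 in wild type, through isoform 2ACD, of which a single library holds at least 45.2% of the wild type RPKM, and this site stays open as well. All 11 such isoforms of Table 2 have a partner without the site that differs in the same direction with an authors' p-value under 0.05, as do 25 of the 71 others, and a change at the site itself remains open, since 10 of the 11 folds exceeded those of the partners (median ratio over the 11, 1.29) in isoforms chosen by p-value.

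The second pattern is the lower RPKM in LoxP of sites A, B, C and D, together with a lower sum over all isoforms, by a ratio of 1.06. With the authors' normalization to all mapped reads, that sum depends on the full-length share, 45.6% in wild type and 44.8% in LoxP. It also depends on the part of the full-length reads counted in the isoforms, 67.0% and 64.0%. If these steps had lowered every LoxP isoform by 1 factor, the ratio of 1.06, the sites would differ by no more than it. For A, B and C the difference exceeded that of the factor, the smallest t being 3.73 against a critical value of 2.23. This argues against the factor as the whole cause for A, B and C. For D the t was 2.03, under that critical value, so this comparison alone does not set D apart from the factor. D holds 61.9% of the sum in wild type, so the comparison is not independent of D. A common factor must also lower the unedited isoform, which had a higher mean in LoxP, and at every factor either D or the unedited isoform lay at least 2.66 implied standard errors away (critical t for 2 comparisons, 2.63), which argues, by a small margin, against a common factor as the whole cause for D, while a factor acting together with lower editing stays open. The genotype, including Snord115 and the other genes of the altered locus, remains a possible source for all 4 sites, and was not separated here from other differences between the groups of animals.

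The third pattern is that libraries with neighbouring numbers (1 and 2, 3 and 4, and so on within a genotype) were, as a set, more alike in the full-length percentage than most other pairings. The summed difference within these pairs was 7.88 points, of which 4.71 points lie between LoxP replicates 5 and 6, which were not alike, and 5 of 225 pairings within the genotypes gave a sum as small (exact one-sided p = 0.0222). Mapped reads were alike in the same pairs as well (exact one-sided p = 0.0133), as handling of neighbouring libraries together might leave. Litters shared by neighbouring libraries were not tested, and no source used here gives a batch. If the pairs are the independent units, 3 against 3 remain, for which an exact permutation test cannot go below 0.1, and the splicing difference then had p = 0.8.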

How the results depend on the processing

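Alternatives named here as added were chosen after seeing the data. The splicing difference, LoxP minus wild type, stayed without a call in all 12 fits that leave out one library, at -1.58 to -0.0836 points (exact permutation p from 0.307 to 0.959), and in the fits without wild type replicates 5 and 6, on log odds and with wild type replicates 3, 4 and 5 counted as 1 (added). With means of neighbouring libraries (added) no call was possible, since an exact permutation test of 3 against 3 cannot go below p = 0.1. With the replicate number as a block it was -0.767 points (exact sign-flip permutation over 64 flips, p = 0.531). Same-numbered libraries share only a number, and their deviations had r = 0.585 over 6 pairs, a single measure that does not establish pairing. With reads pooled per genotype the difference was 0.129 points, of opposite sign, because deep libraries then weigh more. With only the full-length reads of the isoforms in the deposited table, out of these and all truncated reads, it was -1.75 points (35.9% and 34.2%, no test). That is larger in size than in any other setting, but mixes splicing with the choice of reads, which kept 67.0% of the full-length reads in wild type and 64.0% in LoxP. The splicing difference was -0.0836 points without LoxP replicate 1, -1.58 points without LoxP replicate 3 and -1.51 points without LoxP replicate 4. It was -0.115 points without LoxP replicate 6, -0.256 points without LoxP replicate 2 and -1.24 points without wild type replicate 1, so its size rests on single libraries. The edited share was lower in LoxP, and on other scales gave -12.3% as RPKM of edited isoforms and -0.207 as a log odds difference. The log odds come from the same means and must share the direction of the edited share. The count of 8 isoforms became 23 without adjustment. At a minimum of 100 RPKM it was 7, of which 5 were among the 8, ACD and E being added, since fewer isoforms were adjusted. Without the isoforms that rest mostly on 1 library (added), 10 passed. Those isoforms were picked through their own high p-values, so leaving them out could only keep or raise the count. As a share of all transcripts the WT over LoxP fold was 1.39 for site A, 1.15 for C and 1.09 for D. As a share of edited transcripts it was 1.30 for A, 1.55 for B, 1.08 for C, 1.01 for D and 0.990 for E. On the latter scale the value for D stays near 1 even when D editing falls, since most edited transcripts carry D. These scalings shift every log2 ratio by 0.09 and 0.19, and 77, 71 and 61 of the 111 isoforms had a ratio above 1 as RPKM, as a share of all and as a share of edited transcripts, while all 8 called isoforms kept theirs above 1. Among the named isoforms the share of edited transcripts moved 2 of 27 ratios, D and A, to the other side of 1. For isoforms with A and B both edited the fold was 1.87 as RPKM and 1.64 as a share of edited transcripts, for A without B 1.33 and 1.16, for only C, E or D 1.09 and 0.959, and for 3 or more edited sites 1.71 and 1.50. The difference between A and B and C and D, 0.44 on the log2 scale, was 0.12 on separate transcripts. The latter is another measure, since membership of those groups depends on editing at both kinds of sites. Where no construction is named, the cause was not tested. Not run, because they need a value per library, were leaving out libraries, the replicate block, limma, quasi-binomial and permutation fits, pseudocounts, centred log ratios and other splits of the libraries for editing; a table without the minimum of 10 RPKM was not analysed here. Depth limits the isoforms near 10 RPKM, which rest on 3.26 reads in the shallowest library and 17.9 in the deepest.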

Differences from the paper's values

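The paper calls 21 isoforms different (Table 2), and 8 passed here after adjustment of the authors' p-values over 111 isoforms; the paper's Table 2 lists the adjusted values, and its selection has unadjusted p-values under 0.05. Of the alternatives set before the data were examined, no adjustment gave 23 isoforms, which include all 21 of the paper, and is within 1.5 times the paper's number, whereas a minimum of 100 RPKM gave 7 and is not. The adjusted p-values in the authors' deposited table are under 0.05 for the same 8 isoforms. Of the isoforms that the paper calls and that did not pass here, ACD and E passed at a minimum of 100 RPKM. In settings chosen after the values were seen, ACD, E and AECD passed at a minimum of 1000 RPKM and with the isoforms of the known sites alone. ACD and 3ABCD passed without the isoforms that rest mostly on 1 library. That setting leaves out isoforms picked through their own high p-values, so it could only add calls.

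In Supplementary Table 2 the paper gives delta-delta Cq values for LoxP of 0.13 for ADAR1 and 0.084 for ADAR2 in brain, and of 0.28 and 0.16 in choroid plexus. The delta Cq values of the same table, LoxP minus wild type, give -0.13, -0.09, -0.28 and -0.16. On the usual scale, where a lower Cq means more mRNA, the choroid plexus values correspond to 1.21 and 1.12 times the wild type level, in place of the paper's 0.824 and 0.895, and the brain values to 1.09 and 1.06 in place of the paper's 0.91 and 0.94. The SD of delta Cq in wild type is given there as 0.0967 for ADAR1 and 0.172 for ADAR2 in choroid plexus, and as 0.196 and 0.198 in brain. The paper reads the levels of both enzymes as the same in the 2 genotypes. The ADAR values were not tested here, and no alternative applies to them.

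The methods place the forward primer, named 5ht2cF, in exon IV and refer to Supplementary Table 4 for it. The forward primer that Supplementary Table 4 lists for deep sequencing is named m5HT2cF, and whether both names mean 1 primer is not stated; the sequence of m5HT2cF, apart from 1 missing base, lies in exon 5 of the annotated transcript, upstream of exon Vb, from 147169605 to 147169627 on chromosome X of GRCm38. The amino acid sequences of Supplementary Table 3 differ for 47 of 111 isoforms from the translation of the deposited sequences. In all 47 the residue changed by sites A and B, residue 4 of the peptide, is printed at residue 5 in place of the arginine, and 46 of them have no other difference.

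The paper gives 26 isoforms at 0.1% or more. In wild type 24 were at that level, and counting either genotype, a choice made after the values were seen, gives 26.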

Other observations

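The test of the relation with depth was chosen after seeing the data, and the other values have no test. In wild type, 18.6% of the transcripts edited at E were also edited at C, against 16.0% of those unedited at E (odds ratio 1.20), and in LoxP 10.1% against 14.1% (odds ratio 0.690). Site D accompanied E in 65.0% of E-edited transcripts in wild type and 55.1% in LoxP. Isoform E alone had a higher mean in LoxP, and the doubly edited ED, at 23259 and 19153 RPKM, and AECD, at 3544 and 1277 RPKM, had lower means there, without passing the adjusted threshold. For A and C the odds ratios were 2.57 in wild type and 2.50 in LoxP. All these odds ratios come from genotype means, without an error between libraries. The peptide with aspartate at the codon of E and C and no other change, YVAIRDPIEHS, was at 0.777% of transcripts in wild type and 1.29% in LoxP.

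Isoforms with a site inside the region complementary to Snord115 made up 67.4% of transcripts in wild type and 63.0% in LoxP, and those with sites only outside it 1.62% and 1.48%. The WT over LoxP share ratio was 1.07 for the first and 1.09 for the second. Lower editing at D alone would move transcripts into the second group, so these 2 ratios do not compare sites inside the region with sites outside it. By site, the share ratios were 1.39 for A and 1.66 for B, outside it, and 1.15 for C, 1.09 for D and 1.06 for E, inside it.

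Several large folds in the authors' deposited table rest on few libraries. Isoform ABE had a fold of 158.1 and an authors' p-value of 0.119. For 2ABED, with a fold of 54.5, at least 97.0% of the wild type RPKM came from a single library, for ECH (38.6) at least 91.0%, and for ACH (0.0540) at least 94.0% of the LoxP RPKM. Of the 12 isoforms with more than 50% in a single library, 7 had it in wild type and 5 in LoxP. That 0 of the 12 had an authors' p-value under 0.05 follows from the method. The limit is derived from that p-value and can pass 50% only where it is high.

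In LoxP, libraries with more mapped reads had a higher full-length percentage (Pearson r = 0.850, exact permutation p = 0.05; Spearman rho = 0.657, exact permutation p = 0.175), and in wild type a lower one (r = -0.612, exact permutation p = 0.0861; rho = -0.886, exact permutation p = 0.0333). Adjusted over these 2 relations, the exact permutation p of r was 0.0861 in both genotypes, and that of rho 0.175 and 0.0667. Without the 2 libraries farthest from the median depth, r was 0.898 in LoxP and -0.733 in wild type. Neither relation passes after adjustment.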
